# The genomic basis of copper tolerance in *Drosophila* is shaped by a complex interplay of regulatory and environmental factors

**DOI:** 10.1186/s12915-022-01479-w

**Published:** 2022-12-08

**Authors:** Llewellyn Green, Marta Coronado-Zamora, Santiago Radío, Gabriel E. Rech, Judit Salces-Ortiz, Josefa González

**Keywords:** Transcriptomics, Transposable elements, Gut physiology, Functional validation

## Abstract

**Background:**

Escalation in industrialization and anthropogenic activity have resulted in an increase of pollutants released into the environment. Of these pollutants, heavy metals such as copper are particularly concerning due to their bio-accumulative nature. Due to its highly heterogeneous distribution and its dual nature as an essential micronutrient and toxic element, the genetic basis of copper tolerance is likely shaped by a complex interplay of genetic and environmental factors.

**Results:**

In this study, we utilized the natural variation present in multiple populations of *Drosophila melanogaster* collected across Europe to screen for variation in copper tolerance. We found that latitude and the degree of urbanization at the collection sites, rather than any other combination of environmental factors, were linked to copper tolerance. While previously identified copper-related genes were not differentially expressed in tolerant vs. sensitive strains, genes involved in metabolism, reproduction, and protease induction contributed to the differential stress response. Additionally, the greatest transcriptomic and physiological responses to copper toxicity were seen in the midgut, where we found that preservation of gut acidity is strongly linked to greater tolerance. Finally, we identified transposable element insertions likely to play a role in copper stress response.

**Conclusions:**

Overall, by combining genome-wide approaches with environmental association analysis, and functional analysis of candidate genes, our study provides a unique perspective on the genetic and environmental factors that shape copper tolerance in natural *D. melanogaster* populations and identifies new genes, transposable elements, and physiological traits involved in this complex phenotype.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12915-022-01479-w.

## Background

Rapid industrialization and urbanization have had adverse impacts on biodiversity across ecosystems. Of the contaminants released into the environment due to an increase in human activity, heavy metals are particularly concerning due to their ability to bio-accumulate in soils. Specifically with regard to copper, anthropogenic sources are thought to have a greater influence on topsoil concentrations than either lithological or geographic factors [1]. Human sources of copper are characterized by many point sources of contamination, which has resulted in a highly heterogeneous environmental distribution [2], even across relatively short geographic distances [3]. Due to its highly heterogeneous distribution, and its dual nature as both an essential micronutrient and toxic element, the genetic basis of copper tolerance has the potential to be shaped by a complex interplay of environmental and regulatory factors.

As a commensal species, *Drosophila melanogaster* has a well-documented history as a sentinel of environmental toxins and can be readily sampled from a wide range of geographic locations, making it a prime choice species for the study of copper stress response [4]. *D. melanogaster* has also served as an important tool in the characterization of copper homeostasis and copper-related diseases [5, 6]. As copper acts as an essential micronutrient at low doses but can produce free radicals and damage DNA in excess, the mediation of copper often involves a complex system of regulators, chaperones, and transporters that are commonly found conserved across a wide range of species. Genetic manipulation of *D. melanogaster* has been used to successfully characterize the roles of the common metal-responsive transcription factor-1 (MTF-1) [7], *Malvolio* and the *Ctr1* family of transporters which mediate copper uptake [8, 9]; the *ATP7* transporter, which regulates copper efflux [10]; and the cysteine-rich metallothioneins, which serve to sequester metal ions [11, 12]. Excess copper accumulates in the midgut as the fly ages, which is thought to alter gut physiology [13]. Once copper crosses the gut endothelium, it is sequestered by the metallothioneins in the morphologically distinct copper cells and deposited in insoluble granules in the lysozymes [14]. Despite the name, copper cells are considered ‘cuprophobic’ and are inhibited by excess copper [15]. They are also responsible for stomach acid secretion, a function that is lost with age or gut damage, leading to an increase in pH [13].

While many of the aforementioned genes have had their roles in copper homeostasis validated in laboratory conditions, it is not known whether these same genes have an effect on the phenotype in natural populations. To date, there have been several studies exploring the nature of copper tolerance in natural strains of *D. melanogaster*, both with regard to individual genes [16, 17] and to broader developmental and learning and memory processes [18, 19]. Recently, Everman et al. [20] took benefit of a combination of high-throughput genomic and transcriptomic approaches to uncover several new copper gene candidates, using recombinant inbred lines. They found that copper resistance is genetically complex and impacted by variation in copper avoidance behaviour. In addition to identifying natural variants involved in response to copper, their pairing of genomic data with transcriptomic data also provided a greater opportunity to identify factors that regulate copper-induced changes in expression, beyond the well-known MTF-1 transcription factor [11, 20]. Prior expression analyses on metal exposure also suggest that there are a number of co-regulated gene clusters linked to broader stress and metabolism-related pathways in response to heavy metal exposure, independent of MTF-1 [20–22]. However, the factors responsible for these coordinated changes in expression have not yet been identified.

To date, genome-wide studies investigating the genetic basis of tolerance to copper and other heavy metals in *D. melanogaster* have focused on SNP variants or were naïve to the nature of the causal variant [20, 23]. The recent availability of new whole-genome assemblies based on long-read sequencing gives us the unprecedented opportunity to characterize complex forms of sequence variation that may have previously been overlooked [24, 25]. This is of particular importance with regard to transposable element insertions, which are often associated with changes in gene expression under stressful conditions (e.g. [26–31]). Indeed, a natural transposable element insertion in the MTF-1 targeted gene *kuzbanian* has been associated with increased tolerance to zinc in adult flies, with the effect of the insertion being background dependent [32].

In this study, we set out to assess variation in copper tolerance between natural populations of European *D. melanogaster* and investigate whether the phenotype is influenced by either geographic factors, the concentration of copper in soils, atmospheric pollution, or degree of urbanization. To better elucidate the genetic basis of copper tolerance in natural populations, we compared the transcriptomes of three copper-tolerant and three copper-sensitive strains from before and after copper treatment, using a combination of tissue enrichment analysis, gene ontology, and modular clustering, to examine patterns of gene co-regulation. Finally, we also investigated the physiological traits relevant for copper tolerance. We found that while copper tolerance is highly variable across much of Western Europe, the external factors involved in shaping these phenotypes are complex, likely controlled by multiple regulatory factors, and that tolerance is linked to gut physiology.

## Results

### Copper tolerance is a variable trait across European *D. melanogaster* associated with latitude and degree of urbanization

To assess the degree of copper tolerance in natural populations of *D. melanogaster* in Europe, we scored a total of 71 inbred strains, collected from nine locations by the DrosEU consortium, for copper mortality on a single dose until full mortality was achieved (Fig. 1A and Additional file 1: Table S1A). LT_50_ values ranged from 26.4 to 81.2 h, with a median value of 49.8 h (Additional file 2: Fig. S1A, Additional file 3: Table S2A). We observed very little zero-dose control mortality over the course of the assay (Additional file 3: Table S2B). Although we observed a high degree of within-population variance in copper tolerance (Fig. 1B), a linear regression between fly collection locations and LT_50_ values was not significant (*p*-value = 0.0744; Additional file 3: Table S2D).

**Fig. 1:**
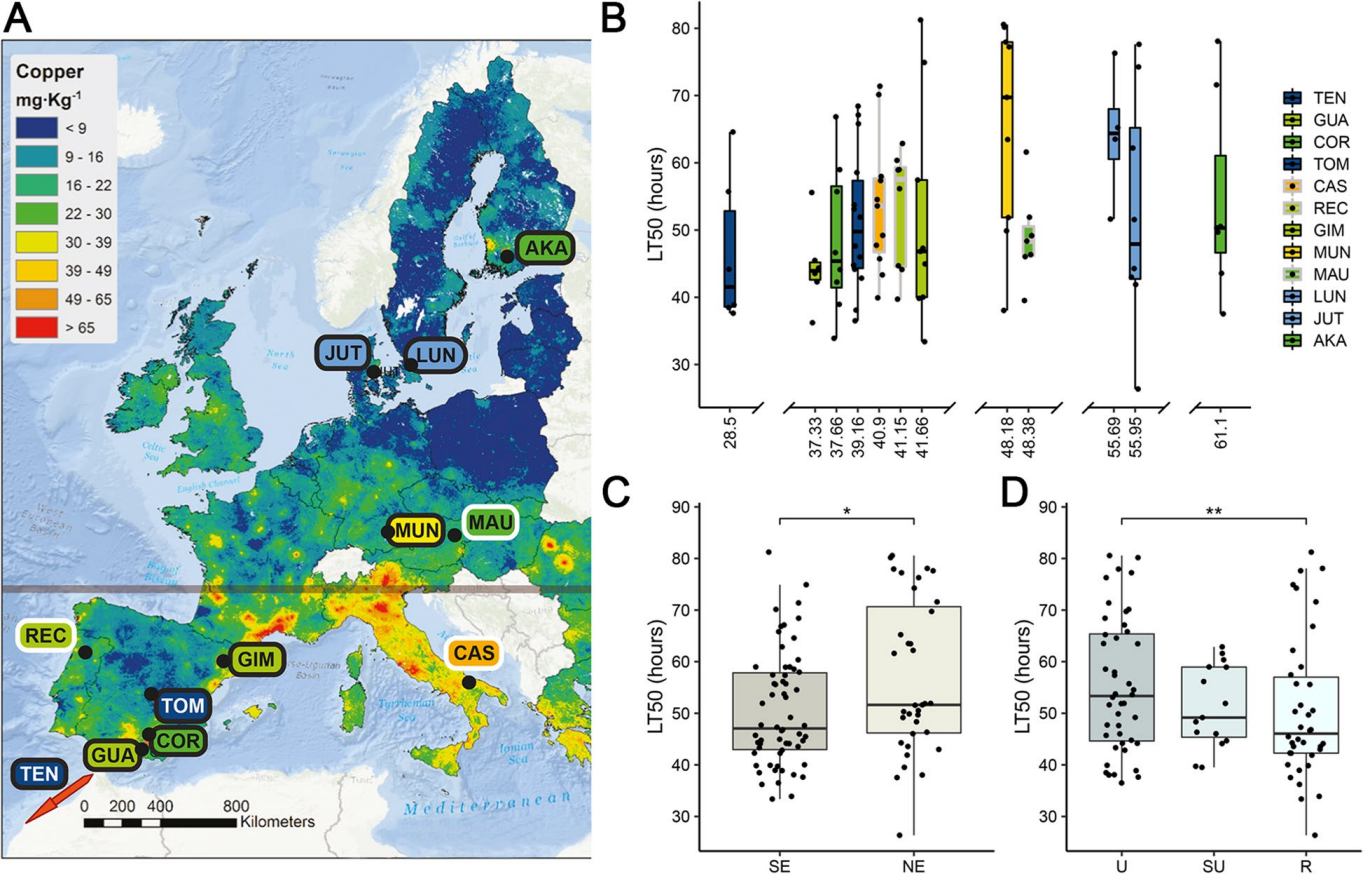
Sampling locations and variation of copper tolerance across Europe. **A** Distribution of the nine European locations from the 2015 DrosEU collection (black border) and three additional collection locations (white border). Each population is labelled with the first three letters of the collection location (Additional file 1: Table S1). Label fill corresponds with the copper concentration legend. The map shows the spatial variation in copper topsoil concentrations, as obtained from the Land Use/Land Cover Area Frame Survey (LUCAS) topsoil database, whose samples were taken from 2009 onwards. The grey line marks the 45th parallel. **B** Boxplots of LT_50_ values by location. Note that the distance between boxplots is not linear. Locations from the 2015 DrosEU collection are outlined in black, while the three additional locations are outlined in grey. The full list of strains used is provided in Additional file 1: Table S1A-B. **C** Boxplots of LT_50_ values of strains split into northern (NE) and southern (SE) European locations by the 45th parallel. This point was chosen because the nine original collection sites could be clearly divided by this line (**A**). Significance assessed with a one-sided Wilcoxon test: *p*-value < 0.05 (*). **D** Boxplots of LT_50_ values of strains classified by degree of urbanization: U, urban; SU, semi-urban; and R, rural. Significance assessed with a linear model: *p*-value < 0.01 (**)

As stress tolerance is frequently clinal in *Drosophila* [33–35], we compared the differences in tolerance between northern and southern populations divided by the 45th parallel, as our nine collection sites could be clearly divided by this feature (Fig. 1A). Although the differences in copper tolerance were significant (one-sided Wilcoxon’s rank-sum test, *p*-value = 0.00529), because all southern populations were collected in Spain, we broadened the analysis by phenotyping an additional 19 strains from Portugal and Italy in the south of Europe, along with another 7 strains from Austria (Additional file 2: Fig. S1B). As the Portuguese and Austrian strains were caught in 2018 and the Italian strains in 2011, these strains have experienced different degrees of prior laboratory adaptation compared with the previously analysed nine locations that were all collected in 2015. We found that the association between tolerance and geography was still significant after the inclusion of these new data (one-sided Wilcoxon’s rank-sum test, *p*-value = 0.0189, Fig. 1C).

We further examined the relationship between copper tolerance and geography, copper soil concentrations, atmospheric pollution, and degree of urbanization by fitting a generalized linear model between these potential explanatory variables and the LT_50_ values across all twelve locations. Longitude was considered in addition to latitude, because European *D. melanogaster* have been reported to exhibit population structure along this axis [36]. As our initial interest in copper was spurred in part by its role as an environmental contaminant, we also tested the relationship between copper tolerance and metal pollution by considering copper concentration in topsoils (mgkg^−1^) and atmospheric pollution (PM10 and PM2.5; general and metal specific), obtained from publicly available data (see the ‘Methods’ section; Additional file 4: Table S3A). As copper contamination is often the result of a complex group of contamination sources, especially around urban areas [2], we also considered a more indirect measure of pollution: degree of urbanization. We classified each of the fly collection locations into urban, semi-urban, and rural classes, based on distance from high-, semi-, and low-population density areas ([37]; Additional file 4: Table S3A). The final model after performing a backward stepwise regression to eliminate the least significant variables only kept latitude and degree of urbanization (*R*^2^ = 12%, *p*-value = 0.0079): we found a positive correlation between latitude and LT_50_ (*p*-value = 0.015), and we found that urban populations have a higher LT_50_ compared with rural populations (*p*-value = 0.0086; Fig. 1D and Additional file 4: Table S3B). Note that although statistically significant, this model explains a small percentage of the variation in copper tolerance.

### Tolerant and sensitive strains demonstrate differential expression profiles after copper exposure mostly concentrated in the midgut

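RNA was sequenced from whole bodies of mated females of 6 inbred European strains, the copper-tolerant GIM-012, MUN-008 and MUN-020 and the copper-sensitive AKA-018, COR-018 and JUT-008. Each library was prepared from 20 females kept for 24 h on sucrose solution with 20 mM CuSO4 (copper) or without it (control). The 34 libraries comprise 3 per strain and treatment, except for AKA-018 and MUN-020, which have 2 control libraries each, so that each class has 8 control and 9 copper libraries. The paper gives the age of the females as 4 to 7 days and the RNA used per library as 1 µg, whereas the sample descriptions give 3 to 7 days and 1.5 µg. Flies of COR-018 and JUT-008 that had died by 24 h were removed by the authors before RNA was extracted.

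The authors trimmed the reads, aligned them to the dm6 genome with STAR, and counted reads per gene with featureCounts, discarding reads that mapped to several places. Their raw counts of 16495 genes were used here, as deposited, without further correction. The label the authors gave the count table refers to a removal of males, and the paper's text does not state which genes or libraries this concerned. Since reads shared between near-identical genes were discarded, the counts of some *Jonah*, trypsin and *Hsp70* genes are less certain than those of other genes. Between 22796637 and 42567920 reads per library were assigned to genes, with a median of 35393968. In tolerant strains the median was 35888509 in control libraries and 35119460 in copper libraries, and in sensitive strains it was 34239169 and 35795687. The paper reports 25.16 M to 46.13 M raw reads per library, counted before alignment.

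Counts were normalized by edgeR's TMM method, and genes with too few counts for a test were removed with filterByExpr, taking each strain and treatment as a group. Treatment was tested within each class with strain as a further factor, and the classes were compared in a model of all libraries with the interaction of class and treatment. Basal expression was compared between the 8 tolerant and 8 sensitive control libraries, in which strains of 1 class differ from each other as well as from the other class. Unless another test or adjustment is named, adjusted *p*-values come from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the genes tested in that comparison. As in the paper, a gene is called differentially expressed (a DEG) when its fold change exceeds 1.5 and its adjusted *p*-value is below 0.05. Expression is given in CPM, the TMM-normalized counts scaled to a library size common to all libraries, as mean ± SD over libraries, and log2 fold changes as estimate ± standard error. Replicate numbers did not pair control and copper libraries of a strain, since the residual profiles of only 2 of 15 pairs with the same number correlated above 0.1 (median Pearson's *r* across genes -0.09), so no replicate term was fitted.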

To examine the gene regulatory changes that occur in *D. melanogaster* in response to copper exposure, we compared mated female whole-body transcriptomic profiles of three tolerant (GIM-012, MUN-020, MUN-008) and three sensitive strains (AKA-018, JUT-008, and COR-018), chosen primarily on the basis of their position at the tails of the phenotypic distribution (Additional file 2: Fig. S1A; see the ‘Methods’ section). Carrying out this analysis with strains from the ends of the distribution should be informative about the genes with the greater effects on the phenotypic response. Because we are interested in defining the genes that differentiate the copper tolerant from the copper-sensitive strains, we performed DGE analyses for tolerant and sensitive strains separately. 

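In the 17 libraries of the tolerant strains, 11602 genes could be tested, and 177 were DEGs, 118 of them up-regulated and 59 down-regulated. In the 17 libraries of the sensitive strains, 12308 genes could be tested, and 954 were DEGs, 223 up-regulated and 731 down-regulated. The fold change had the same sign in all 3 strains for 168 of the tolerant and 874 of the sensitive DEGs. Both lists shared 117 genes, where independent lists of this size would share 14.1 of the 11439 genes tested in both classes. The number of DEGs depended most on the fold-change threshold. With a log2 fold change of 1.5 in its place, which is how the threshold is worded in the Methods, the tolerant strains had 34 DEGs and the sensitive strains 253. Of the paper's own DEGs, 177 of 239 in tolerant and 894 of 984 in sensitive strains were also DEGs here.

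The largest decreases in tolerant strains were in *phu* (log2 fold change -3.09 ± 0.24, adjusted *p* = 8.6e-07), *asRNA:CR45046* (-2.71 ± 0.32, adjusted *p* = 7.4e-05) and *CG32751* (-2.06 ± 0.24, adjusted *p* = 6.3e-05), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *atk* rose by 4.78 ± 0.67 in sensitive strains (adjusted *p* = 1.6e-04 from the same edgeR test). It also rose in tolerant strains, by 2.98 ± 0.42 (adjusted *p* = 4.8e-04, edgeR), and its interaction was not significant (adjusted *p* = 0.233, edgeR). Among DEGs with the same sign in all 3 sensitive strains, the 3 largest decreases were in genes with low expression. *Sfp24Ba* (-4.61) and *Acp24A4* (-4.38), both expressed in the male accessory gland, were no longer DEGs without the control replicate 4 of COR-018, when the log2 fold change of *Sfp24Ba* was -3.59 and that of *Acp24A4* -3.53. In AKA-018 alone, *Sfp24Ba* went from a mean of 2.34 CPM in 2 control libraries to 0 CPM in 3 copper libraries, and *Acp24A4* from 5.21 to 0.0503 CPM (adjusted *p* = 2.6e-04 and 6.0e-05, edgeR), so only the calls over the 3 strains hinge on that COR-018 library. The control libraries of AKA-018 held more male accessory gland transcripts than its copper libraries, so male material is a candidate explanation for the decreases in that strain. *lncRNA:CR44593* had at most 12 counts in any sensitive control library and at most 1 in any copper library, which makes its decrease at least 1.42-fold.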

Across the three tolerant strains, 239 genes were significantly differentially expressed (> 1.5 fold change and adjusted *p*-value < 0.05) between copper treatment and control conditions, while 984 genes were differentially expressed across the three sensitive strains, with an overlap of 152 genes (Fig. 2A and Additional file 5: Table S4A). Of these 152 genes, the direction of the change was discordant in six genes, being all up-regulated in tolerant strains and down-regulated in sensitive (Table 1). 

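The 6 genes are *Jon99Ci*, *NtR*, *Hml*, *CG13078*, *lectin-24Db* and *CG31091*. All of them had a positive log2 fold change in tolerant strains, from 0.61 to 1.24, and a negative one in sensitive strains, from -1.47 to -0.78. In tolerant strains *Hml*, *lectin-24Db*, *NtR* and *CG31091* were DEGs, and in sensitive strains *Jon99Ci*, *Hml*, *lectin-24Db* and *NtR* were, so that 3 of the 6 genes passed the threshold in both classes. Over all genes tested, 4 of the 6 had an adjusted *p*-value below 0.05 in each class, and adjusted over the list alone 6 of 6 did in each class. The list was chosen on these samples, so the latter is not independent evidence.

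*Hml*, which encodes a protein of haemocytes, had 32.9 ± 11.5 CPM (SD, n = 8 libraries) in tolerant controls and 57.2 ± 19.9 CPM (SD, n = 9) after copper, a log2 fold change of 0.74 ± 0.13 (adjusted *p* = 0.00336, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its change in sensitive strains was -0.78 ± 0.22 (adjusted *p* = 0.0167, edgeR). *Jon99Ci*, a serine peptidase with close paralogs, changed by 0.66 ± 0.20 in tolerant strains (adjusted *p* = 0.115, edgeR) and by -0.87 ± 0.23 in sensitive strains (adjusted *p* = 0.0136, edgeR). The lowest expression was that of *CG13078*, at 1.27 ± 0.851 CPM in tolerant controls (SD, n = 8), and its change was 1.24 ± 0.36 in tolerant and -1.47 ± 0.58 in sensitive strains.

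Several calls rested on single libraries. *CG31091* was no longer a DEG of tolerant strains in 11 of the 17 fits that left out 1 library each, and *NtR* in 7 of 17, with log2 fold changes of *NtR* between 0.54 and 0.66. *NtR* also lost its call in sensitive strains in 3 of 17 fits. *CG13078* became a DEG of tolerant strains without the copper replicate 4 of MUN-008 (1.43), and *CG13078* (-1.89) and *CG31091* (-1.73) became DEGs of sensitive strains without the control replicate 4 of AKA-018, as they did without its control replicate 3. The sensitive strains differed among themselves. Averaged over the 6 genes, the log2 fold change was -1.98 in COR-018 and -1.01 in JUT-008 but 0.38 in AKA-018, whereas it was 0.97, 0.53 and 0.99 in GIM-012, MUN-008 and MUN-020. With COR-018 left out, none of *Jon99Ci* (-0.46), *NtR* (-0.50), *Hml* (-0.45) and *lectin-24Db* (-0.51) was a DEG of the sensitive strains. With JUT-008 left out, none of the 6 genes passed the threshold in both classes either.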

The proportion of down-regulated genes was higher in the sensitive strains, with most of these down-regulated genes unique to sensitive strains (Fig. 2A and Additional file 5: Table S4A). 

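Down-regulated genes made up 33.3% of the DEGs in tolerant strains and 76.6% of those in sensitive strains (Fisher's exact test over genes, two-sided, *p* = 3.4e-28, odds ratio 6.54). Genes are not independent replicates, so this *p*-value does not cover the differences among strains. Of the DEGs down-regulated in sensitive strains, 674 (92.2%) were not DEGs in the tolerant strains, while 5 genes were down-regulated DEGs in tolerant strains only.

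In each strain analysed alone, the share of DEGs that were down-regulated was 38.3% in GIM-012, 61.0% in MUN-008 and 53.2% in MUN-020, and 85.2% in AKA-018, 78.8% in COR-018 and 75.7% in JUT-008. All 3 sensitive strains thus lay above all 3 tolerant strains, by at least 14.7 percentage points (exact permutation test over strains, two-sided, *p* = 0.1, the smallest *p* that 3 strains against 3 allow). Leaving out 1 library at a time moved the share as high as 78.9% in MUN-008 and as low as 60.5% in JUT-008. In AKA-018, 407 of the 637 down-regulated DEGs (63.9%) followed the level of male accessory gland transcripts across the 12 libraries of COR-018 and JUT-008 (Pearson's *r* above 0.9 within strain and treatment), against 4.30% of all 11642 genes tested in AKA-018. Across the sensitive strains together, 12 of 731 down-regulated DEGs did so. Without a fold-change threshold, the share of DEGs down-regulated differed between the classes by less, 23.7 percentage points (36.6% in tolerant and 60.3% in sensitive strains). The share of DEGs down-regulated differed between the classes by 5.97 percentage points without GIM-012 (Fisher's exact test over genes, two-sided, *p* = 0.0512).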

Note that we also performed a joint analysis considering all the strains together and the interaction term between phenotypic class (tolerant and sensitive) and treatment (control conditions and copper treatment). Analysing the data using this model leads to very similar results as the ones obtained when analysing tolerant and sensitive strains separately: 97% of the DEGs in response to stress in the sensitive strains, and 96% in the tolerant strains overlapped between the two analyses (Additional file 5: Table S4C). Moreover, 13 genes were identified when analysing the interaction between phenotypic class and treatment (Additional file 5: Table S4C).

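Fitted to all 34 libraries, the model with a strain term and a treatment effect for each class gave 169 DEGs in tolerant strains, 122 up-regulated and 47 down-regulated, and 986 in sensitive strains, 217 up-regulated and 769 down-regulated. The joint and the separate analyses shared 151 DEGs in tolerant strains, which is 85.3% of those found separately. They shared 917 in sensitive strains, or 96.1%. Across the 11439 genes tested in both classes, the log2 fold changes of the classes had a Spearman's rho of 0.206, a correlation across genes, which are not independent replicates.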

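The interaction was tested here for 12511 genes, and 517 had an adjusted *p*-value below 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with no threshold on the fold change. The log2 fold change was more positive in tolerant strains for 427 of them and more negative for 90. Of the 517, 352 were DEGs of sensitive strains only, 10 of tolerant strains only, 29 of both and 126 of neither. This number depended on the model. With the libraries of each strain and treatment summed, so that strains are the replicates, 0 genes passed and 454 had an unadjusted *p*-value below 0.05. Leaving out 1 library at a time gave between 309 genes, without the control replicate 1 of GIM-012, and 819 genes, without the control replicate 2 of MUN-008.

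The strain-by-strain fold changes of 270 of the 517 genes (52.2%) did not overlap between the classes. Among all tested genes this share was 10.4%, and with 3 strains against 3 chance gives 10%. The 517 genes were selected for a difference between the classes in these same libraries, which by itself raises their share. The gene with the lowest *p*-value was *CG18404*, which changed by -0.52 ± 0.15 in tolerant and by -2.71 ± 0.19 in sensitive strains, a difference of 2.21 ± 0.25 (adjusted *p* = 1.3e-05, edgeR). It was followed by *Peritrophin-15a*, with a difference of 2.01 ± 0.24 (adjusted *p* = 2.3e-05, edgeR), and *Npc2f*, with 1.81 ± 0.22 (adjusted *p* = 2.3e-05, edgeR). The lipase gene *mag* had a difference of 1.83 and *CG43673* one of 1.26. All 5 genes were more strongly down-regulated in sensitive strains.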

**Fig. 2:**
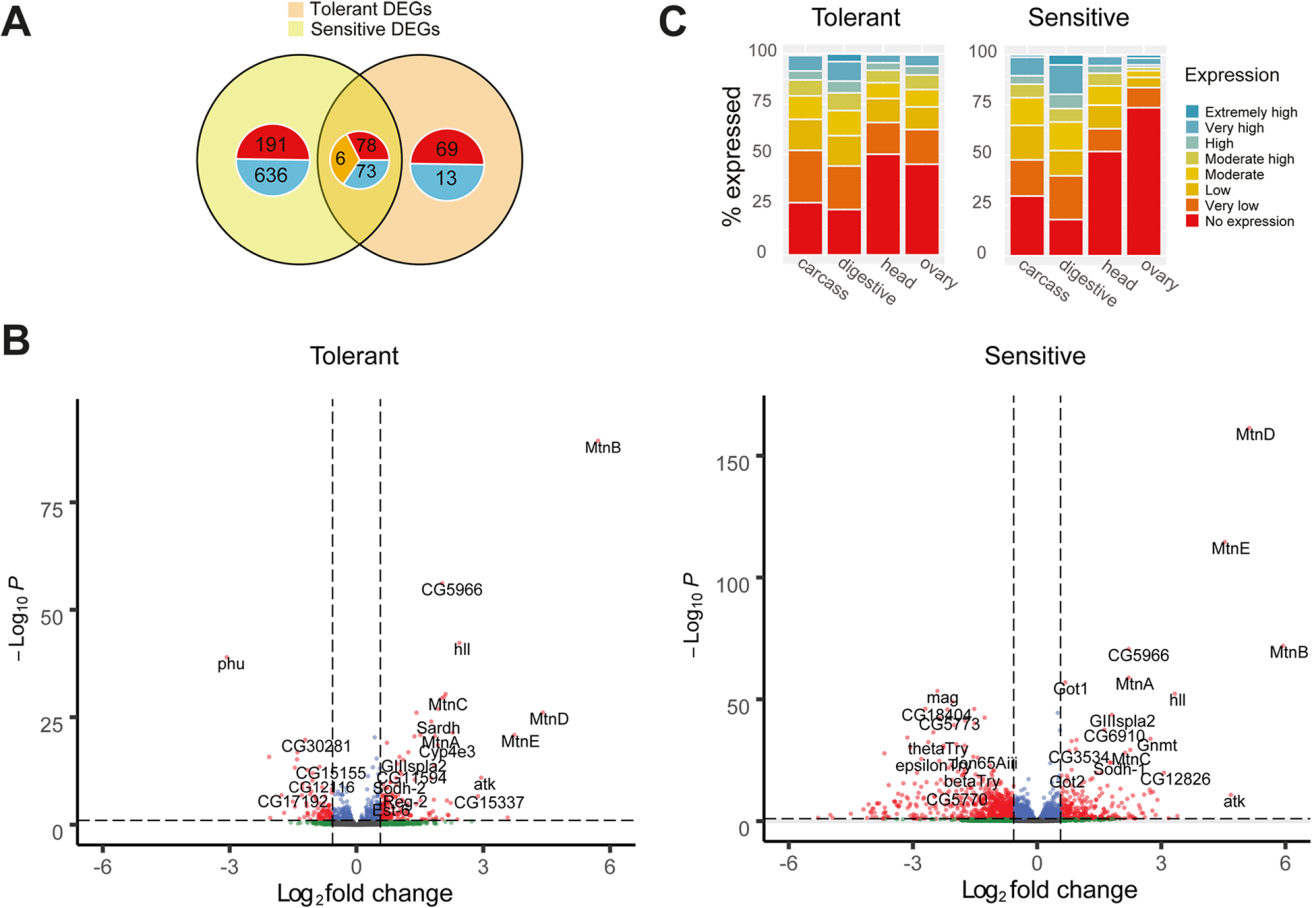
Copper differential gene expression and tissue analysis. **A** Venn diagrams showing the degree of overlap between the differentially expressed genes in response to copper across the three tolerant and three sensitive strains. The numbers represented in red are up-regulated genes, those in blue down-regulated genes, and those in orange are the genes with discordant changes in expression between tolerant and sensitive strains (Table 1). Expression data obtained from mated female whole-body RNA-seq (3 biological replicates of 20 females each for treated and control conditions). **B** Volcano plots of gene expression in tolerant (left) and sensitive strains (right). The horizontal dashed line represents the minimum adjusted *p*-value threshold (0.05), while the vertical dashed lines represent the fold change thresholds (log_2_(1.5) = 0.58). **C** Classification of the tolerant DEGs and sensitive DEGs according to the levels of expression that these genes have in the carcass, digestive system, head, and ovary according to the DGET expression database

**Table 1:** Differentially expressed genes up-regulated in the tolerant and down-regulated in the sensitive strains. ND is no data

Gene name	Biological process	Molecular function	Prior copper response association
*CG13078*	ND	Heme binding, oxidoreductase activity, transmembrane ascorbate ferrireductase activity	Within QTL (Everman et al.) [20]
*CG31091*	Lipid metabolic process	Sterol esterase activity, triglyceride lipase activity	ND
*Hml*	Haemolymph coagulation, haemostasis, wound healing	Protein homodimerization activity, chitin binding	Up-regulated in control vs. treated (Everman et al.) [20]
*Jon99Ci*	Proteolysis	Endopeptidase activity, serine-type endopeptidase activity	ND
*Lectin 24Db*	ND	Fucose binding, glycosylated region protein binding, mannose binding	Down-regulated in control vs. treated (Everman et al.) [20]
*NtR*	Chemical synaptic transmission, ion transmembrane transport, nervous system process, regulation of membrane potential, signal transduction	Extracellular ligand-gated ion channel activity, neurotransmitter receptor activity, transmembrane signalling receptor activity	ND

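The 5 metallothionein genes lie on chromosome arm 3R of dm6, *MtnA* at 9783407 to 9784370 and the others between 20360308, where *MtnC* starts, and 20535301, where *MtnD* ends. *MtnB* had the largest response. In tolerant strains it rose from 7.04 ± 4.80 CPM (SD, n = 8 libraries) to 338 ± 107 CPM (SD, n = 9), a log2 fold change of 5.70 ± 0.36 (adjusted *p* = 8.0e-08, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Sensitive strains went from 7.13 ± 6.02 to 426 ± 224 CPM, with a log2 fold change of 5.92 ± 0.36 (adjusted *p* = 9.0e-08, edgeR). *MtnD* rose by 4.32 ± 0.42 in tolerant and 5.10 ± 0.23 in sensitive strains, and *MtnE* by 3.69 ± 0.39 and 4.50 ± 0.24. *MtnA*, the most abundant, went from 1021 ± 533 to 3335 ± 1582 CPM in tolerant strains, a log2 fold change of 1.86 ± 0.20 (adjusted *p* = 2.7e-05, edgeR). Its change in sensitive strains was 2.20 ± 0.14 (adjusted *p* = 9.0e-08, edgeR). *MtnC* rose by 2.02 ± 0.18 in tolerant and 2.10 ± 0.20 in sensitive strains. All 5 genes were DEGs in both classes, over all genes tested as well as adjusted over the list alone.

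Ordered by *p*-value, *MtnB* stood at rank 2, *MtnC* at 8, *MtnD* at 11, *MtnE* at 19 and *MtnA* at 20 of the genes tested in tolerant strains. In sensitive strains *MtnD* stood at rank 1, *MtnE* at 2, *MtnB* at 4, *MtnA* at 8 and *MtnC* at 48. Ordered by log2 fold change, *MtnB* and *MtnD* were the 2 most strongly up-regulated genes in both classes. With each library left out in turn, the log2 fold change of *MtnB* stayed between 5.52 and 5.85 in tolerant and between 5.72 and 6.08 in sensitive strains.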

As expected for metal treatment, the metallothioneins *MtnA-MtnE* were the most significantly differentially expressed genes by a large margin, both in tolerant and sensitive strains (Fig. 2B). While there was no relationship between their degree of induction and tolerance, all six strains were found to carry the 3′ indel polymorphism in *MtnA* that had previously been linked to oxidative stress resistance [17]. 

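In each strain analysed alone, all 5 metallothionein genes rose. The induction of *MtnB* was 6.40 in GIM-012, 6.19 in MUN-008 and 4.38 in MUN-020 (log2 fold change), and 5.22 in AKA-018, 6.87 in COR-018 and 5.64 in JUT-008. The lowest induction of *MtnB*, *MtnC*, *MtnD* and *MtnE* was that of the tolerant MUN-020, with 1.33 for *MtnC*, 2.46 for *MtnD* and 1.89 for *MtnE*. The mean over the tolerant strains was lower than that over the sensitive strains for every gene, by 0.35 for *MtnA*, 0.26 for *MtnB*, 0.09 for *MtnC*, 0.76 for *MtnD* and 0.85 for *MtnE*. None of these differences was larger than the spread among strains (exact permutation test over strains, two-sided, *p* = 0.5 to 0.8, and 0.8 for each gene after Benjamini-Hochberg adjustment over the 5 genes). With 3 strains against 3 the smallest *p* this test allows is 0.1. In the model of all libraries the interaction was not significant for any of the 5 genes, the lowest adjusted *p*-value being 0.287 for *MtnE* (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The sign of the interaction of *MtnB* depended on the strains, since it was -0.22 ± 0.45 with all strains and 0.36 without MUN-020.

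**Figure D1:**
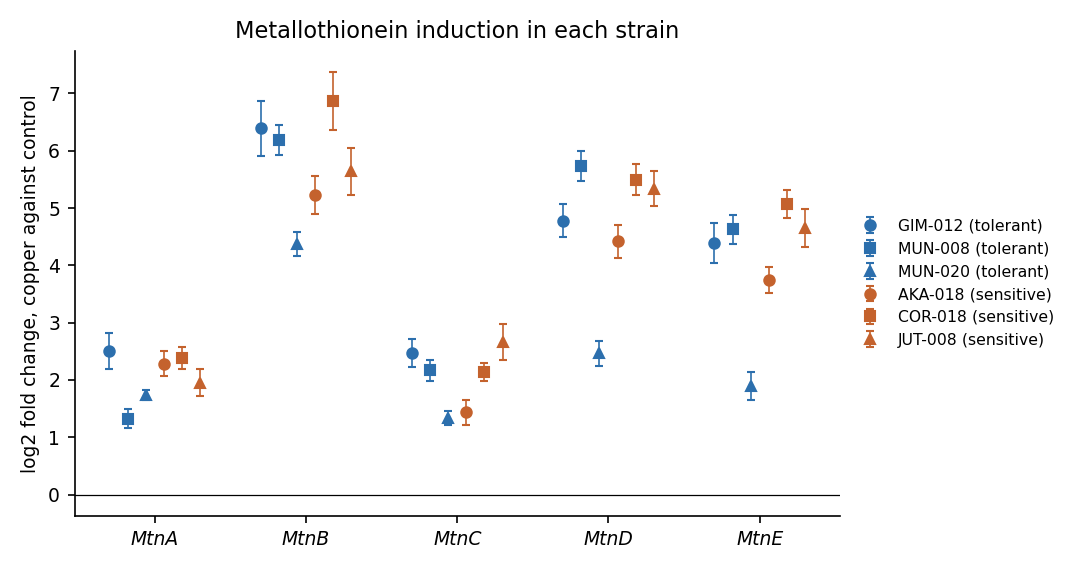
Log2 fold change (copper against control) of *MtnA* to *MtnE* in each of the 6 strains, tolerant strains in 1 colour and sensitive strains in the other, with standard errors. Every value is positive, and the tolerant MUN-020 has the lowest induction of *MtnB*, *MtnC*, *MtnD* and *MtnE*.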

Other genes previously documented to play a role in copper homeostasis were notably absent from the differential expression lists, including the *Ctr1* family of transporters, *ATP7*, *Ccs*, and *Malvolio*, suggesting that increased tolerance goes beyond metal chelation and homeostasis. 

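Of these genes *Ctr1A*, *Ctr1B*, *ATP7*, *Ccs* and *Malvolio* (*Mvl*) could be tested, and *Ctr1C* is not among the genes counted here. None was a DEG in either class. The number with an adjusted *p*-value below 0.05 was 0 in tolerant and 1 in sensitive strains, both over all genes tested and adjusted over the list alone, and the number with an unadjusted *p*-value below 0.05 was the same. In tolerant strains the log2 fold changes lay between -0.12 and -0.01, with a lowest adjusted *p*-value of 0.553 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In sensitive strains *Ctr1B* went from 4.73 ± 1.32 CPM (SD, n = 8 libraries) to 3.87 ± 1.43 CPM (SD, n = 9). Its log2 fold change of -0.39 ± 0.13 had an adjusted *p*-value of 0.0346 (edgeR) but fell short of the fold-change threshold. From the absence of these genes from the lists, the paper proposes that increased tolerance goes beyond metal chelation and homeostasis.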

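In control libraries, the log2 difference between tolerant and sensitive strains was 0.23 ± 0.19 for *Ctr1B*, 0.13 ± 0.12 for *Ctr1A* and 0.03 ± 0.08 for *Ccs*, and it was closer to 0 for *ATP7* and *Mvl*. The lowest adjusted *p*-value among these 5 genes was 0.832, for *Ctr1B* (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). None of them had an unadjusted *p*-value below 0.05.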

Note that tolerant and sensitive strains did not differ in the expression of any of these genes in basal (nonstress) conditions either (Additional file 5: Table S4B).

In order to find the tissues displaying the greatest levels of transcriptomic change after copper exposure in tolerant and sensitive strains, we used the *Drosophila Gene Expression Tool* (DGET [38]). We classified our DEGs—taken from whole-body samples—according to their degree of expression in four of the available DGET tissue databases: head, carcass, digestive system, and ovaries of 4-day-old females (Fig. 2C). We focused on the overlap between our DEGs and those from DGET found to have higher levels of expression in these tissues (those categorized as having either high or extremely high expression: with RPKM values greater than 100). We found that the greatest level of overlap between DEGs and highly expressed genes according to DGET was seen for transcripts from the digestive system (hypergeometric test: tolerant *p*-value = 2.55×10^−19^; sensitive *p*-value = 9.59×10^−36^). The genes from our analysis that were highly expressed in the gut included the five metallothioneins *MtnA-E* and multiple serine peptidases, where many more peptidases were found significantly more down-regulated after copper exposure in sensitive strains. 

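Of the *Jonah* and trypsin genes, a family of serine peptidases of the gut, 26 could be tested in tolerant strains and 25 in sensitive strains. In tolerant strains 4 were DEGs, 1 up-regulated and 3 down-regulated, and 20 of the 26 had a negative log2 fold change (19 with DESeq2 or RLE normalization). In sensitive strains 22 had an adjusted *p*-value below 0.05, 21 with a decrease and 1 with an increase, and 24 of the 25 had a negative log2 fold change (23 with DESeq2, RLE normalization or library size alone). Adjusted over the list alone, 9 genes passed in tolerant and 22 in sensitive strains. The mean log2 fold change of the family was -0.09 in tolerant strains (adjusted *p* = 0.627, limma's fry set test on voom values with Benjamini-Hochberg adjustment over the gene sets tested). It was -1.33 in sensitive strains (adjusted *p* = 1.2e-06, limma's fry). The family differed between the classes, with a mean interaction of 1.22 (adjusted *p* = 1.2e-04, limma's fry).

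Averaged over the family, the log2 fold change was 0.65 in GIM-012, -0.52 in MUN-008 and -0.52 in MUN-020, and -1.14 in AKA-018, -1.84 in COR-018 and -1.15 in JUT-008. All 3 sensitive strains lay below all 3 tolerant strains (exact permutation test over strains, two-sided, *p* = 0.1, the smallest *p* that 3 strains against 3 allow). Many of these genes are close paralogs, so that reads could be shared between them and their counts are not independent.

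**Figure D2:**
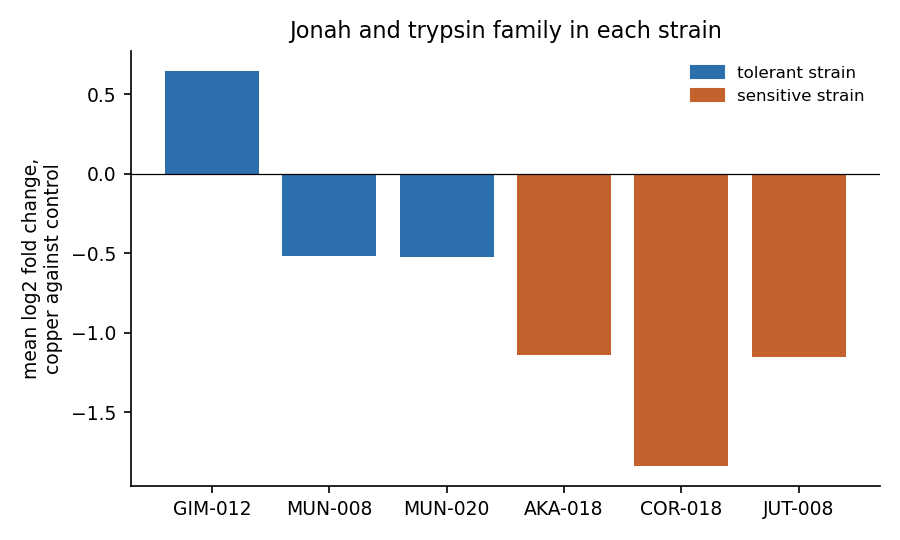
Mean log2 fold change (copper against control) of the *Jonah* and trypsin genes in each strain, with tolerant and sensitive strains in different colours. The bars are above 0 only in GIM-012 (0.65) and lowest in COR-018 (-1.84).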

DEGs were also enriched to a lesser degree in the carcass (hypergeometric test: tolerant *p*-value = 4.58×10^−7^; sensitive *p*-value = 7.44×10^−14^). No DEG enrichment was seen for either the head or ovaries.

Regarding gut subsections, the most notable overlap between our DEGs and highly expressed genes according to DGET was found in the posterior gut regions in both tolerant and sensitive strains (Additional file 6: Fig. S2). Copper cells are responsible for copper storage [39, 40] and changes in gut acidity [41]. One such marker of gut acidity—vacuolar-type H+ATPase (*Vha100-4*) [42]*—*was found down-regulated by 0.6 (*p*-value = 0.01) and 2.0 (*p*-value = 1.66×10^−8^) across tolerant and sensitive strains, respectively, suggesting that gut acidity may be playing an important physiological role.

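*Vha100-4*, which encodes a subunit of the V-ATPase, lies on chromosome arm 3R of dm6 from 18386841 to 18389805. In tolerant strains its expression was 26.4 ± 6.29 CPM (SD, n = 8 libraries) in controls and 19.4 ± 8.09 CPM (SD, n = 9) after copper, a log2 fold change of -0.60 ± 0.17 (adjusted *p* = 0.0709, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The sensitive strains had 29.0 ± 13.1 and 14.9 ± 16.1 CPM, a log2 fold change of -1.96 ± 0.37 (adjusted *p* = 0.0015, edgeR). The interaction was 1.37 ± 0.41 with an adjusted *p*-value of 0.0531 (edgeR). With DESeq2 the tolerant strains had a log2 fold change of -0.61 and the interaction was 1.43, both with adjusted *p*-values below 0.05.

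The decrease differed among sensitive strains, with -3.36 in JUT-008, -1.84 in COR-018 and -0.35 in AKA-018. It was -1.26 in MUN-008, -0.33 in MUN-020 and -0.15 in GIM-012. The log2 fold change of the sensitive strains was no longer significant without JUT-008 (-1.24) or without COR-018 (-1.94). In tolerant strains the decrease was significant without the control replicate 4 of GIM-012 (-0.68), and the interaction in 7 of the 34 fits that left out 1 library each, with values between 1.20 and 1.62 over all 34. Among all V-ATPase subunits tested, 15 of 18 had a negative log2 fold change in tolerant strains (16 with library size alone) and 21 of 23 in sensitive strains (20 with DESeq2, RLE normalization or library size alone). Over all genes tested, 2 of the 18 and 12 of the 23 had an adjusted *p*-value below 0.05, and adjusted over the list alone 7 and 13 did. The mean was -0.13 over the 18 subunits in tolerant and -0.27 over the 23 in sensitive strains, *Vha100-4* included. These means cover different genes and so do not compare the classes. Of 33 annotated subunits, 24 are in the count table. From the down-regulation of *Vha100-4* in both classes, the paper proposes that gut acidity may have an important physiological role.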

### Metabolism, reproduction, and peptidase inhibition contribute to copper response in tolerant and sensitive strains to different degrees

To determine what biological and physiological processes might differ between the tolerant and sensitive strains after the same period of copper exposure, we performed gene ontology (GO) enrichment analysis on tolerant and sensitive DEGs (Additional file 7: Table S5A). Metabolism-related terms were commonly seen as the largest and most significantly overrepresented terms in both tolerant and sensitive strains, although the exact processes often varied between the two groups (Fig. 3A). Chitin metabolic process (GO:0006030, adjusted *p*-value < 0.0001 both in tolerant and sensitive strains) and Chitin binding (GO:0008061, adjusted *p*-value < 0.0001 both in tolerant and sensitive strains) were also common to both analyses (Additional file 7: Table S5A). 

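The genes the paper lists under these terms moved in both directions. Under chitin metabolic process, 10 genes are listed for tolerant strains, of which 9 rose, 8 were DEGs here, and the median log2 fold change was 1.02. For sensitive strains 29 are listed, 18 of which rose and 11 fell, with 26 DEGs and a median of 0.95. Under chitin binding, 9 of 12 genes rose in tolerant strains and 10 were DEGs, while 18 of 31 rose in sensitive strains and 28 were DEGs. These genes were listed because they were DEGs of the same samples, so their direction is not independent evidence.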

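In tolerant strains the paper lists 7 genes under response to metal ion. All 7 were DEGs here, 6 up-regulated and 1 down-regulated, and their median log2 fold change was 2.02. The metallothioneins taken as a set of 5 had a mean log2 fold change of 3.49 in tolerant strains (adjusted *p* = 8.4e-08, limma's fry set test with Benjamini-Hochberg adjustment).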

As expected, response to metal ion (GO:0010038, adjusted *p*-value = 8.34×10^−4^) was strongly overrepresented in the copper-tolerant strains (Fig. 3A). Additionally, several GO terms linked to reproduction and vitellogenesis—including vitelline membrane formation involved in chorion-containing eggshell formation (GO:0007305) and loss of vitellogen (encompassed by GO:0030704)—were found to be overrepresented in both analyses, but more so in sensitive strains (Fig. 3A and Additional file 7: Table S5A). 

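Of the genes the paper lists under vitelline membrane formation, 5 in tolerant and 8 in sensitive strains, all had a negative log2 fold change. In tolerant strains it lay between -1.23 and -0.79, and 0 of the 5 genes were DEGs here. In sensitive strains it lay between -3.80 and -0.89, with a median of -3.28, and 8 of 8 were DEGs. The sets overlap with a wider list of eggshell genes, the chorion and vitelline membrane genes, which was fixed from the annotation and not on these samples. Of 16 such genes tested in each class, 0 had an adjusted *p*-value below 0.05 in tolerant strains, where 11 had an unadjusted *p*-value below 0.05, and 13 had in sensitive strains. Adjusted over the list alone, 7 passed in tolerant strains. Their mean log2 fold change was -0.85 in tolerant strains (adjusted *p* = 0.00102, limma's fry set test with Benjamini-Hochberg adjustment) and -2.59 in sensitive strains (adjusted *p* = 3.7e-04, limma's fry). The mean interaction was 1.96 (adjusted *p* = 0.00288, limma's fry). The list was drawn up by name and includes *Cp190* and *Cp110*, which are not eggshell genes, and without them the means were -0.98 and -2.99.

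A single strain accounted for much of the decrease in sensitive strains. The mean log2 fold change was -6.96 in COR-018 but -1.70 in AKA-018 and -1.82 in JUT-008, against -0.49 in GIM-012, -0.95 in MUN-008 and -0.68 in MUN-020. The 3 sensitive strains lay below the 3 tolerant strains (exact permutation test over strains, two-sided, *p* = 0.1, the smallest *p* that 3 strains against 3 allow).

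**Figure D3:**
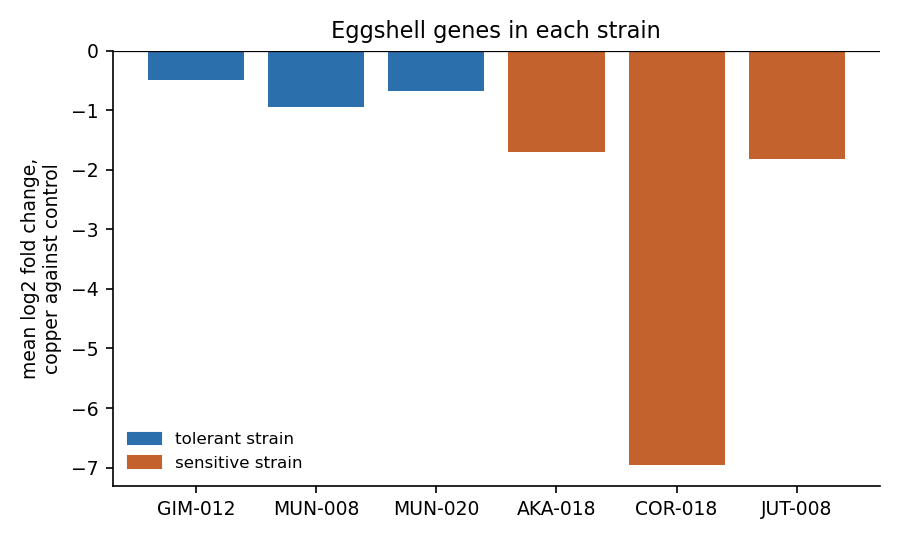
Mean log2 fold change (copper against control) of the eggshell genes in each strain, with tolerant and sensitive strains in different colours. The bars are below 0 in all 6 strains and lowest in COR-018 (-6.96).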

Note that the shutdown of egg production is often a consequence of heavy metal toxicity [43, 44]. The majority of these terms were also found to be overrepresented in Gene Set Enrichment Analysis (GSEA) (Additional file 7: Table S6). Further KEGG analyses also emphasized the role of protein metabolism processes in copper stress response and lysosome activity both in tolerant and sensitive strains (Additional file 7: Table S7). Overall, these results suggest that under our assay conditions, the more tolerant strains could be undergoing metabolic stress response after 24 h of copper treatment, while the more sensitive strains could be progressing to shutting down non-essential biological processes—such as egg laying—at the same stage, as has been previously described for other stress responses [45, 46].

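Of 3 other gene sets linked to reproduction and stress, only the yolk proteins differed between the classes in their response. Strain by strain, their mean log2 fold change was 0.78 in GIM-012, -0.28 in MUN-008 and -0.48 in MUN-020. It was -0.53 in AKA-018, -1.06 in COR-018 and -0.68 in JUT-008. Only GIM-012 thus lay above 0, and MUN-020 and AKA-018 were close to each other. The 3 yolk protein genes had a mean log2 fold change of 0.06 in tolerant strains (adjusted *p* = 0.863, limma's fry set test with Benjamini-Hochberg adjustment) and -0.76 in sensitive strains (adjusted *p* = 3.7e-04, limma's fry), with a mean interaction of 0.83 (adjusted *p* = 0.00968, limma's fry). Germline genes of the ovary had a mean of -0.27 in tolerant strains (adjusted *p* = 0.0303, limma's fry) and 0.01 in sensitive strains (adjusted *p* = 0.343, limma's fry), and their mean interaction of -0.27 was not significant (adjusted *p* = 0.285, limma's fry). Heat shock genes rose by a mean of 0.30 in tolerant strains (adjusted *p* = 0.0605, limma's fry, and significant in 4 of the 17 fits that left out 1 library each) and 0.48 in sensitive strains (adjusted *p* = 0.0108, limma's fry), and their mean interaction of -0.21 was not significant either (adjusted *p* = 0.285, limma's fry). From the terms enriched in each class, the paper proposes that the more tolerant strains could be undergoing a metabolic stress response after 24 h, while the more sensitive strains could be progressing to shutting down processes such as egg laying.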

**Fig. 3:**
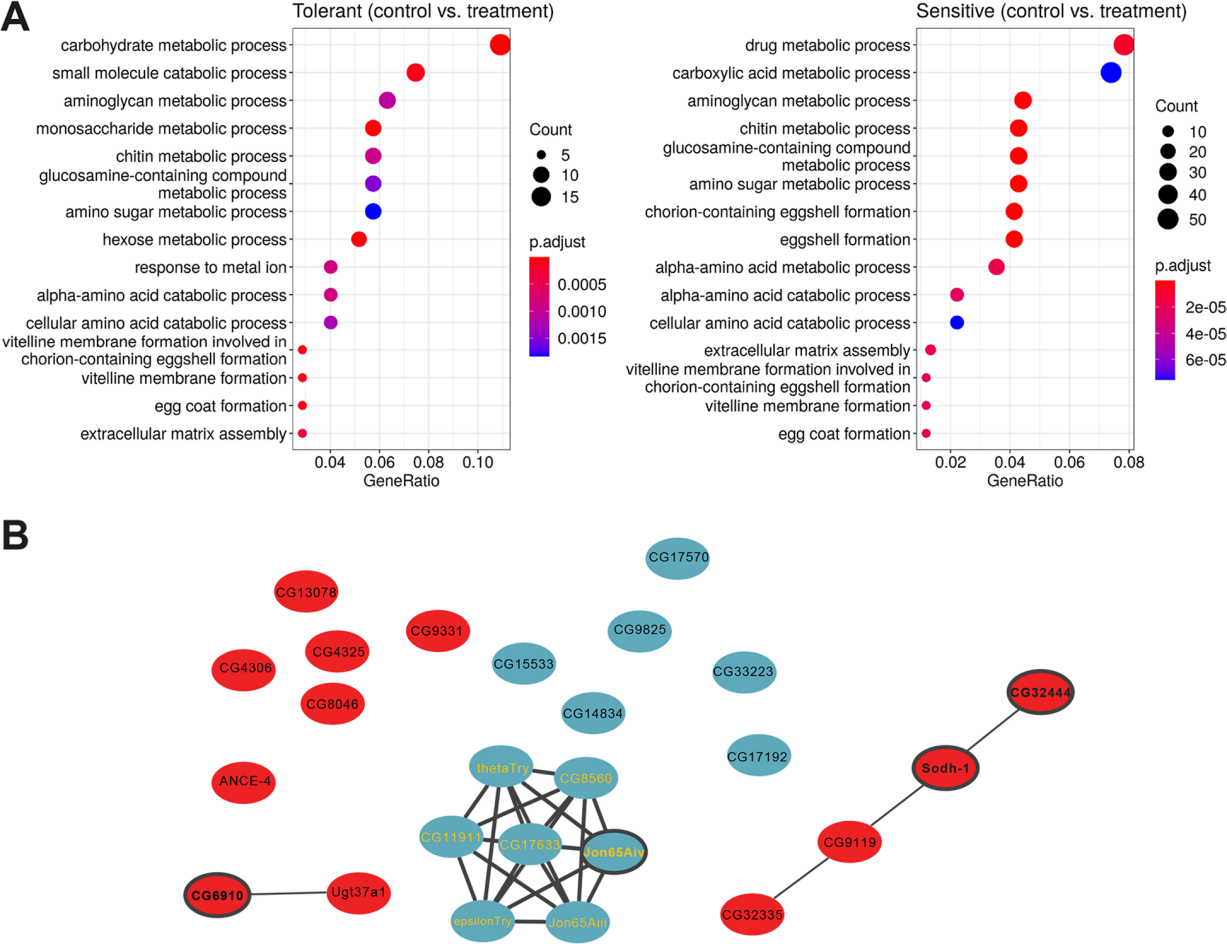
GO enrichment and correlational clustering analysis. **A** Top 15 enriched GO terms associated with the DEGs in tolerant and sensitive strains. The *Y*-axis indicates gene functions, and the *X*-axis indicates the percentage of total DEGs in a given GO category (gene ratio). **B** String interaction network of candidate genes taken from highly correlated modules (modules 2 to 5, Additional file 8: Fig. S4) of the MCC analysis for the treated samples of the tolerant strains (PPI enrichment *p*-value < 1×10^−16^). Up-regulated genes are shown in red, and down-regulated in blue. The genes with yellow labels are part of the serine peptidase cluster, while those with borders in bold were selected for further validation using RNAi knockdown or gene disruption lines

Tolerant and sensitive strains also differed in basal gene expression (Additional file 5: Table S4B), with the most significantly enriched molecular functions being enzyme inhibitor activity and endopeptidase inhibitor activity (Additional file 8: Fig. S3 and Additional file 7: Table S5B). Thus, similar to other stress responses, differences in basal gene expression between tolerant and sensitive strains contribute to differences in copper stress responses between these strains (e.g. [47]).

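In control libraries 12217 genes could be tested, and 655 differed between tolerant and sensitive strains with a fold change over 1.5, 50 of them higher and 605 lower in tolerant strains. Of the paper's own basal DEGs, 609 of 818 were among them. Only 19 of the 655 had libraries that did not overlap between the classes, 8 higher and 11 lower in tolerant strains. The 655 were selected for a difference between the classes. Among all genes tested, the libraries of 24 did not overlap, and in the 9 other groupings of the 6 strains into 3 and 3, tried after the data had been seen, this number was 21 to 393, so that 9 of the 10 groupings gave as many, the real one included. With 3 strains against 3, chance gives 10% when each strain is a single value, and less when all its libraries must not overlap. Of the genes the paper lists under enzyme inhibitor activity, 16 of 18 were lower in tolerant strains and 16 were DEGs here. Under endopeptidase inhibitor activity, 14 of 16 were lower.

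Much of this difference came with transcripts of male tissues. Only 16 of 49 genes named as male accessory gland genes are in the count table, whose label refers to a removal of males, so the sums below cover a part of these genes. The summed expression of male accessory gland genes was 0.218 to 1.99 CPM in the 17 libraries of tolerant strains and 0.304 to 157 CPM in those of sensitive strains. It exceeded every tolerant library in 10 of the 17 sensitive libraries, 5 of 8 control and 5 of 9 copper. Within strain and treatment in the 17 sensitive libraries, it correlated with the level of testis and Y-linked genes (Pearson's *r* = 0.971, permutation *p* = 3.0e-04, Spearman's rho = 0.973, permutation *p* = 2.0e-04). The correlation with the *roX* RNAs, which are expressed in males, was 0.843 (permutation *p* = 0.001, Spearman's rho = 0.8995, permutation *p* = 0.003). Without the 2 libraries farthest from the median, *r* was 0.965 for testis and Y-linked genes and 0.853 for the *roX* RNAs. Of the 605 genes lower in tolerant strains, 513 (84.8%) followed this level across the 8 sensitive control libraries within strain (*r* above 0.9), against 7.30% of all genes tested, and 1 of the 50 higher genes did. Of the genes listed under enzyme inhibitor activity 17 of 18 followed it, and under endopeptidase inhibitor activity 15 of 16. With the level of male transcripts as a covariate, 0 genes differed between the classes, and 1036 had an unadjusted *p*-value below 0.05. This level itself differs between the classes, so the covariate also takes up other class differences. The 50 genes higher in tolerant strains were lost as well, though only 1 of them followed the level. The 0 therefore does not show that the genes come from male material. Without the control replicate 4 of COR-018, 381 genes were DEGs.

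Among DEGs whose libraries did not overlap between the classes, the largest difference was that of *CG14540*, which was 8.19 lower in tolerant strains (log2, adjusted *p* = 0.00826, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Since it had at most 3 counts in every tolerant control library, the mean of the sensitive controls was at least 31.9-fold higher. Single sensitive controls ranged from 0.0625 to 10.6 CPM, and the highest tolerant control had 0.0483 CPM. The lowest count in a sensitive control was 2, as was the highest in a tolerant one, so the bound does not hold for every library. *CG30054* was 3.52 ± 0.57 higher in tolerant strains (adjusted *p* = 0.00826, edgeR), but not without GIM-012 (3.28, adjusted *p* = 0.122, edgeR). These tests took libraries, not strains, as the replicates.

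**Figure D4:**
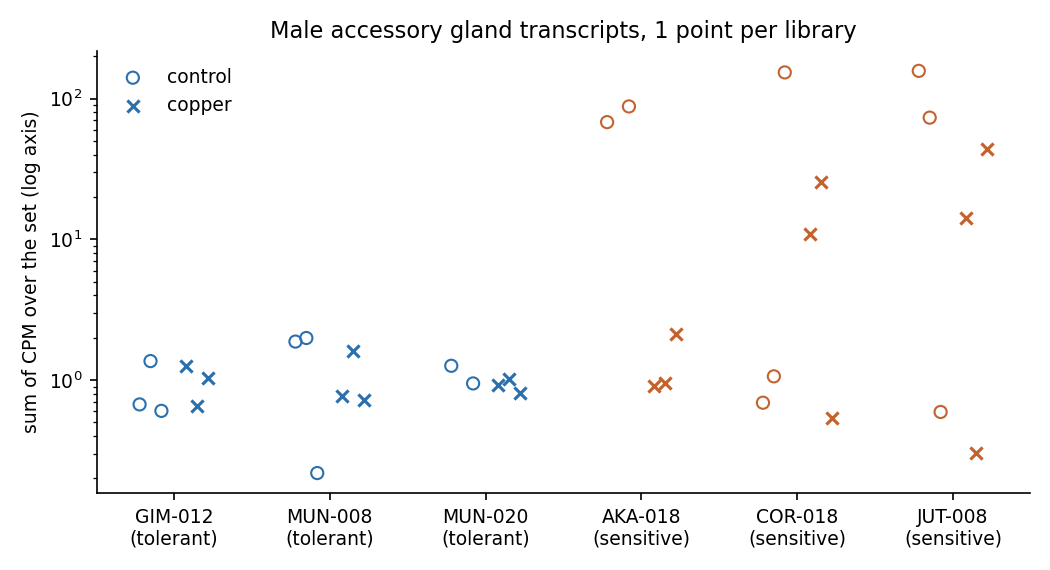
Summed CPM of male accessory gland genes in each library, on a log axis, by strain and treatment. Tolerant libraries lie between 0.218 and 1.99 CPM, and sensitive libraries between 0.304 and 157 CPM.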

Finally, we also investigated the level of gene co-regulation in response to copper of tolerant and sensitive strains using modulated modularity clustering (MMC) analysis, which in contrast to previous analyses does not rely on any prior gene functional annotations [48]. Tolerant strains show a high level of expression coordination after copper exposure while sensitive strains showed the opposite pattern (Additional file 8: Fig. S4 and Additional file 7: Table S8). Briefly, across the tolerant strains, we identified 24 modules with an average positive correlation, |*r*| , of 0.72 in treated samples and 17 modules with a |*r*| = 0.65 in controls. 

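Co-regulation was measured here without clustering as the mean |*r*| (Spearman) over all pairs of the paper's DEGs of tolerant strains. It was 0.421 in copper libraries and 0.478 in control libraries, and 0.289 and 0.310 with libraries shuffled for each gene. Thus it was lower after copper, and it stayed lower with strain means subtracted first (copper minus control -0.083). Within the 24 modules of copper libraries and 17 of control libraries that the paper lists, the mean |*r*| weighted by the number of genes was 0.667 and 0.617 with Spearman's and 0.707 and 0.645 with Pearson's coefficient. These modules were built on the same libraries, so their correlations are high by construction. The weighting was chosen after its values had been seen, and without it the mean was lower in copper (0.732) than in control libraries (0.811, both Spearman).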

The higher correlation values and greater degree of partitioning observed in the treated samples indicated that there are coordinated changes happening after copper exposure (Additional file 8: Fig. S4). 

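For the paper's DEGs of sensitive strains, the mean |*r*| (Spearman) over all pairs of genes was 0.519 in copper libraries and 0.463 in control libraries. With strain means subtracted it was lower in copper libraries (copper minus control -0.028). Shuffled libraries, without that subtraction, also gave a lower value in copper (0.289) than in control libraries (0.310). Without the control replicate 4 of COR-018 the values differed by 0.014. Within the modules listed in the paper's supplement, 20 in copper and 41 in control libraries, which is 1 fewer and 1 more than its text gives, the mean |*r*| weighted by the number of genes was 0.684 and 0.654, and with Pearson's coefficient 0.753 and 0.695. Without weighting, the modules of copper libraries had a mean of 0.728 and those of control libraries 0.755.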

For sensitive strains, 21 modules were identified in the treated samples, with an average |*r*| = 0.77, and 40 in the controls with an |*r*| = 0.71, with a less pronounced degree of partitioning, indicating a less coordinated response after 24 h of copper exposure (Additional file 8: Fig. S4). Heatmaps of the tolerant treated strains suggested that genes in modules 2–5 were very closely linked (Additional file 8: Fig. S4, Additional file 7: Table S8). 

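The group that the paper calls 7 serine peptidases was taken here as *epsilonTry*, *thetaTry*, *CG11911*, *CG17633*, *Jon65Aiii*, *CG8560* and *Jon65Aiv*. Whether each of them is a serine peptidase was not checked. All 7 were DEGs of sensitive strains, with log2 fold changes from -2.80 (*epsilonTry*) to -1.56 (*Jon65Aiii*). In tolerant strains they lay between -0.98 and -0.64, and 5 of the 7 passed over all genes tested, whereas 7 did adjusted over the list alone. The study chose them from clusters of these samples, so this is not independent evidence. The interaction was significant for 6 of the 7. It was largest for *thetaTry*, which changed by -0.64 ± 0.20 in tolerant strains (adjusted *p* = 0.111, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and by -2.64 ± 0.22 in sensitive strains (adjusted *p* = 1.6e-06, edgeR), a difference of 2.01 ± 0.31 (adjusted *p* = 7.6e-04, edgeR). The exception was *CG11911*, with -0.98 ± 0.16 in tolerant and -1.70 ± 0.39 in sensitive strains and a difference of 0.73 ± 0.44 (adjusted *p* = 0.329, edgeR).

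As a set, the 7 genes fell by a mean of 0.78 in tolerant strains (adjusted *p* = 0.00165, limma's fry set test with Benjamini-Hochberg adjustment) and 2.20 in sensitive strains (adjusted *p* = 2.1e-08, limma's fry). The mean log2 fold change was -0.12 in GIM-012, -1.38 in MUN-008, -0.84 in MUN-020, -1.999 in AKA-018, -2.55 in COR-018 and -2.07 in JUT-008 (exact permutation test over strains, two-sided, *p* = 0.1, the smallest *p* that 3 strains against 3 allow). The calls in tolerant strains were not stable. *Jon65Aiii* was no longer a DEG in 11 of the 17 fits that each left out 1 library and *CG17633* in 6. *epsilonTry* lost its call without the control replicate 2 of GIM-012 (-0.75). Calls were gained by *thetaTry* without the control replicate 4 of GIM-012 (-0.74) and by *CG8560* without its control replicate 1 (-0.81).

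**Figure D5:**
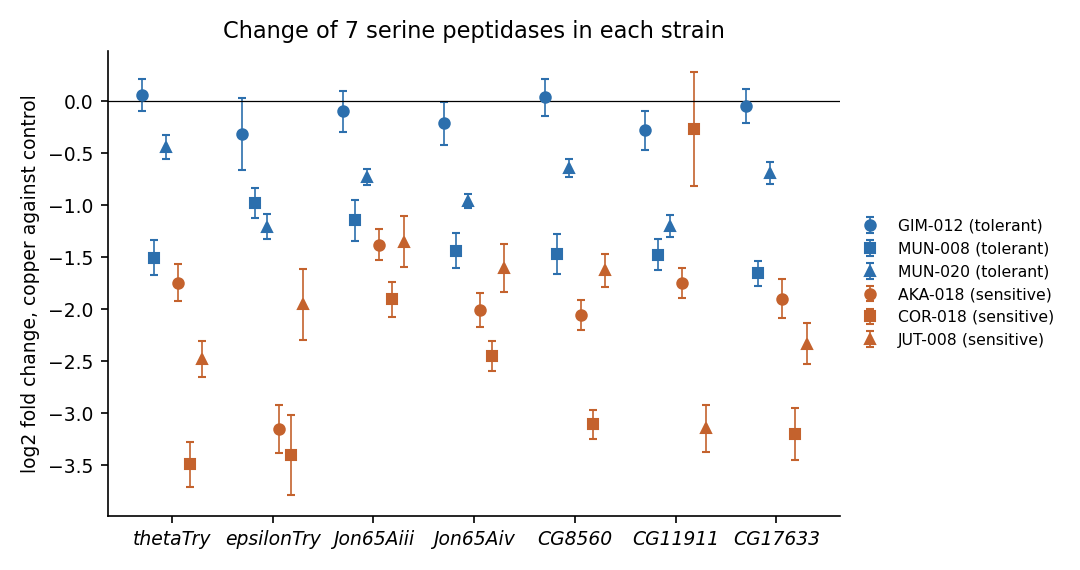
Log2 fold change (copper against control) in each strain of the 7 genes taken as the paper's serine peptidases, with tolerant and sensitive strains in different colours. The means over the 7 genes run from -0.12 in GIM-012 to -2.55 in COR-018.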

Analysis of the 25 genes represented by these modules in STRING [49] revealed a group of seven tightly interacting serine peptidases (Fig. 3B) that are found highly expressed in the digestive system. While a number of these genes were from the *Jonah* family of serine peptidases, the discordantly expressed gene in tolerant vs. sensitive strains, *Jon99Ci*, was not included amongst them (Table 1). Of these seven serine proteases, four have previously been shown to be regulated by the histone and protein deacetylase *Sirtin 2* (*Sir2* [50])*.* On further inspection, 58 candidate DEGs from our tolerant strains and 187 from our sensitive strains were previously shown to display differential expression after *Sir2* knockdown, a significant overlap (hypergeometric test: tolerant *p*-value = 1.30×10^−20^; sensitive *p*-value = 6.87×10^−45^; Additional file 8: Fig. S5A) [50]. Along with its role in heterochromatin formation, *Sir2* is thought to have many additional protein targets that alter gene regulation. Amongst the targets of *Sir2*, gene expression datasets are available for *DHR96*, *dfoxo*, and *HNF4* knockouts [51–53]. While a small degree of overlap was seen between our differential expression lists and that of *dfoxo* (hypergeometric test: tolerant *p*-value = 3.10×10^−7^; sensitive *p*-value = 1.50×10^−20^) and *DHR96* knockout analyses (hypergeometric test: tolerant *p*-value = 3.04×10^−7^; sensitive *p*-value = 3.58×10^−12^; Additional file 8: Fig. S5), the greatest overlap was seen with *HNF4* knockout analyses (hypergeometric test: tolerant *p*-value = 1.45×10^−19^; sensitive *p*-value = 8.94×10^−66^; Additional file 8: Fig. S5B) [51–53]. While little is known about the precise role *HNF4* plays in the midgut, its inferred link to the serine peptidases suggests a potential role in gut function.

### Eight out of 10 copper candidate genes were confirmed to play a role in copper tolerance

Ten of the candidate genes associated with copper response based on our transcriptomic analysis were chosen for further characterization. Three of these genes—*CG5966*, *CG5773*, and *Cyp4e3*—were chosen on the basis of their differential expression data alone. 

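*CG5966*, on the X chromosome of dm6 from 5988791 to 5992640, rose from 60.8 ± 17.7 CPM (SD, n = 8 libraries) to 240.4 ± 69.4 CPM (SD, n = 9) in tolerant strains, a log2 fold change of 2.03 ± 0.12 (adjusted *p* = 8.0e-08, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In sensitive strains it rose by 2.20 ± 0.13 (adjusted *p* = 6.3e-08, edgeR). *CG5773*, on 2R from 18042296 to 18043744, was down-regulated by 1.16 ± 0.14 in tolerant strains (adjusted *p* = 1.1e-04, edgeR) and by 2.37 ± 0.16 in sensitive strains (adjusted *p* = 1.5e-07, edgeR). It is the only 1 of the 3 whose response differed between the classes (difference 1.22 ± 0.22, adjusted *p* = 0.00267, edgeR). *Cyp4e3*, on 2L from 9747839 to 9750071, rose by 1.93 ± 0.20 in tolerant strains (adjusted *p* = 2.4e-05, edgeR) and by 1.05 ± 0.28 in sensitive strains (adjusted *p* = 0.0147, edgeR). It was no longer a DEG of the sensitive strains without AKA-018 (0.75) or without COR-018 (0.79).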

Three other candidates—*Sodh-1*, *CG6910*, and *CG32444*—have been linked to copper homeostasis previously in the literature, but their exact functions have not been well characterized [12, 54, 55]. 

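*Sodh-1*, on 3R from 7052335 to 7054541, rose from 101 ± 32.3 CPM (SD, n = 8 libraries) to 428 ± 146 CPM (SD, n = 9) in tolerant strains, a log2 fold change of 2.08 ± 0.18 (adjusted *p* = 4.0e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In sensitive strains it rose by 1.77 ± 0.18 (adjusted *p* = 6.8e-06, edgeR). *CG6910*, on 3L from 12184984 to 12187860, rose by 1.51 ± 0.15 in tolerant and 1.61 ± 0.13 in sensitive strains. *CG32444*, on 3L from 21636947 to 21639060, rose by 1.94 ± 0.18 and 1.41 ± 0.15. None of the 3 genes differed in its response between the classes, the lowest adjusted *p*-value of the interaction being 0.194 for *CG32444* (edgeR).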

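*CG11594* (3L of dm6, 4022700 to 4026011) rose by 1.04 ± 0.13 in tolerant strains (adjusted *p* = 1.8e-04, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and by 0.86 ± 0.11 in sensitive strains (adjusted *p* = 9.6e-05, edgeR). *Cyp6w1* (2R, 6173684 to 6176195) was a DEG of tolerant strains, where it went from 255 ± 89.2 CPM (SD, n = 8 libraries) to 499 ± 211 CPM (SD, n = 9), a log2 fold change of 1.02 ± 0.12 (adjusted *p* = 5.3e-05, edgeR). In sensitive strains it rose by 0.38 ± 0.19 (adjusted *p* = 0.151, edgeR), but it was a DEG there without JUT-008 (0.75). *Cyp6a8* (2R, 14887171 to 14889010) rose by 0.43 ± 0.20 in tolerant strains (adjusted *p* = 0.409, edgeR) and was a DEG of sensitive strains at 0.98 ± 0.22 (adjusted *p* = 0.00572, edgeR), though not without COR-018 (0.61). *Jon65Aiv* (3L, 6039155 to 6040135) was down-regulated in both classes, by 0.87 ± 0.17 in tolerant strains (adjusted *p* = 0.0075, edgeR, but not without MUN-008) and by 2.03 ± 0.15 in sensitive strains (adjusted *p* = 3.1e-07, edgeR).

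Of all 10 candidate genes, which also include *CG5966*, *CG5773*, *Cyp4e3*, *Sodh-1*, *CG6910* and *CG32444*, 9 had an adjusted *p*-value below 0.05 in tolerant strains and 9 in sensitive strains over all genes tested. Adjusted over the list alone, the numbers were 10 and 9. Most of the candidates were chosen on these samples, so the latter are not independent evidence.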

The remaining four candidate genes *CG11594*, *Cyp6w1*, *Cyp6a8*, and *Jon65Aiv* were all found to be associated with TE insertions (see below). In addition, four of the ten candidates were part of the MMC cluster containing the serine peptidases (*Sodh-1*, *CG6910*, *Jon65Aiv*, and *CG32444*; Fig. 3B).

Seven of the genes tested showed changes in phenotype (copper survival) when knocked-down or disrupted in the direction that could be expected based on our RNA-seq data, i.e. if the gene was found to be up-regulated in response to copper, the knockdown of the gene was associated with decreased survival (Fig. 4, Additional file 9: Fig. S6, Table 2, Additional file 10: Table S9). Survival curves were significantly different for six of these seven genes when comparing the gene disruption or knockdown lines with their genetic background controls (Additional file 9: Fig. S6 and Table 2), with four of them also showing significant differences in LT_100_ (Fig. 4 and Table 2). On the other hand, *CG6910* only showed differences in LT_100_ (Fig. 4 and Table 2). Of these seven confirmed genes, *CG11594*, *Cyp6w1*, *Cyp6a8*, and *Jon65Aiv* are novel candidates, whose full role in copper biology is not yet understood, while the other three genes, *Sodh-1*, *CG6910*, and *CG32444*, have prior links to the phenotype [12, 20, 55]. On the other hand, *CG5966* displayed decreased mortality when knocked-down, which was not predicted by its induction on copper (Fig. 4, Additional file 9: Fig. S6, Table 2).

**Fig. 4:**
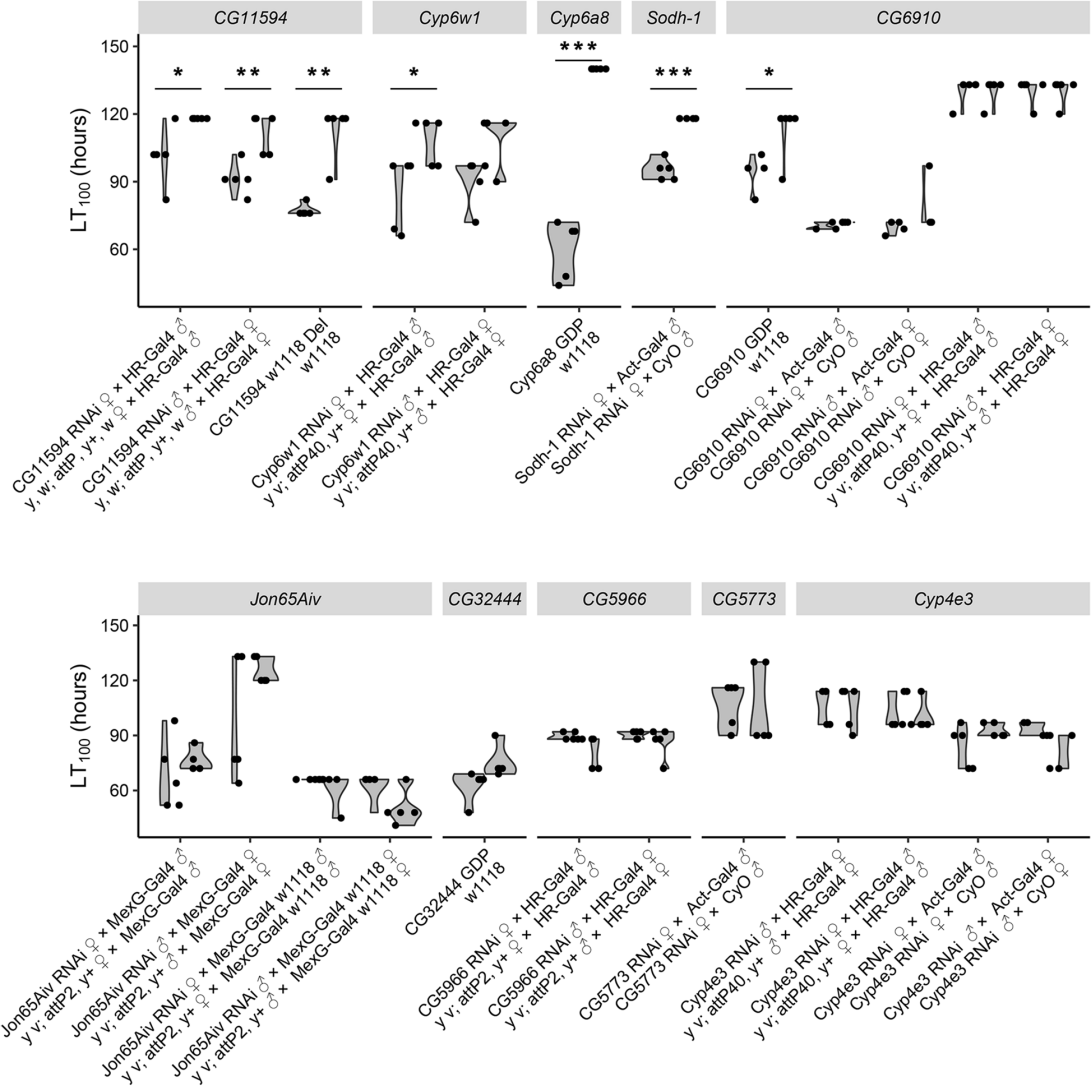
Copper survival experiments for all ten copper candidate genes. LT_100_ values comparing candidate gene disruption and knockdown lines with their genetic background controls (3 to 5 biological replicates of 15 females). Significant LT_100_ assessed with a two-sided *t*-test, with *p*-values < 0.05 are shown with *, *p*-values < 0.01 with **, and *p*-values < 0.001 with ***. Del is deletion and GDP is gene disruption. For RNAi knockdowns, genes thought to act in the ‘detox’ tissues—including the gut fat body and Malphigian tubules—were targeted with the *6g1HR-Gal4* driver, while those genes whose expression was more gut specific were targeted with *MexG-Gal4*. A ubiquitous *Actin5C-Gal4* knockdown was used for all other crosses. Driver abbreviations are as follows: *MexG-Gal4 w1118* is the introgressed *w1118* version of *MexG-Gal4* driver, *HR* is the *HikoneR* driver, and *Act* is the *Actin5C-Gal4* driver (see Additional file 1: Table S1C)

**Table 2:** Eight out of 10 copper candidate genes play a role in copper tolerance. Fold change (FC) expression after copper treatment in tolerant and sensitive strains. No DE: gene was not differentially expressed. Kaplan-Meier survival curves results and average mortalities. *GDP* gene disruption line, *Del* gene deletion line, ⬆ increased mortality, ⬇ decreased mortality, – no data, *NS* not significant. Crosses with different backgrounds and reciprocal crosses are separated with “;”

Gene	FC in expression after copper treatment		Kaplan-Meier (log-rank test)			LT_**100**_ (***t***-test)		
	Tol.	Sen.	RNAi	GDP	Del	RNAi	GDP	Del
***CG11594***	2.06	1.84	⬆^<0.001, <0.001^	–	⬆^< 0.001^	⬆^0.04, 0.004^	–	⬆^0.002^
***Cyp6w1***	2.03	no DE	⬆^<0.001, 0.028^	–	–	⬆^0.032, 0.059^	–	–
***Cyp6a8***	No DE	1.91	–	⬆^< 0.001^	–	–	⬆^<0.001^	–
***Sodh-1***	4.22	3.46	⬆^<0.001^	–	–	⬆^<0.001^	–	–
***CG6910***	2.86	3.09	NS; NS	NS	–	NS; NS	⬆^0.031^	–
***Jon65Aiv***	−1.83	−4.02	⬇^0.0062, <0.001^; NS	–	–	NS; NS	–	–
***CG32444***	3.84	2.70	⬆^<0.001^	–	–	–	NS	–
***CG5966***	4.07	4.64	⬇^<0.001, <0.001^	–	–	NS	–	–
***CG5773***	−2.24	−5.13	NS	–	–	NS	–	–
***Cyp4e3***	3.81	2.05	NS; NS	–	–	NS; NS	–	–

*CG5773* and *Cyp4e3* did not display any changes in survivorship after knockdown (Fig. 4 and Additional file 10: Table S9, Table 2). As *Cyp4e3* was initially tested with the *6g1HR-Gal4* driver, based on prior expression data [56], we repeated the crosses with the *Actin5C-Gal4* ubiquitous driver*.* However, these additional assays did not show any significant changes in copper survival. While it is possible that the effects of these genes on copper tolerance are background sensitive, as per the example of *Cyp6g1* [57] and *Cyp12d1* [58], it is also possible that these genes have little to no true impact on the phenotype at all and are only present due to co-regulation with other genes that do directly affect copper tolerance—a phenomenon that has been observed with regard to the *Cnc*/*Keap1* pathway [59] (Fig. 4, Additional file 9: Fig. S6, Additional file 10: Table S9).

### Copper tolerance is correlated with gut acidity and *CG11594* activity and not mitigated by changes in feeding behaviour

Both our DGET analysis and our GO analysis have lent evidence to the idea that there is a relationship between the gut and copper tolerance (Figs. 2C and 3A). As copper accumulation in *D. melanogaster* has previously been linked to changes in gut physiology [13], we assayed the changes in gut pH after copper exposure. Adults from the six RNA-sequenced strains were subject to copper assay conditions and then allowed to recover for 2 h on regular media supplemented with a mixture of Bromophenol Blue and yeast. If the acidic copper cell region of the gut remains un-inhibited by copper, this region should remain yellow under Bromophenol Blue (pH < 2.3). After 2 h, most recovering individuals had consumed enough media for the dye to be detected in the gut. Only AKA-018 had more than 10% of flies failing to feed on recovery—a phenomenon that was not seen in the controls (Fig. 5A). While all six strains showed decreased acidity across the copper cell region after copper treatment, the three sensitive strains showed a much higher loss of acidity than the three tolerant (chi-square test *p*-value < 0.05 for all comparisons, Fig. 5A and Additional file 11: Table S10A). Thirty-three per cent of individuals across all tolerant strains maintained a low pH under treated conditions compared to only 6% of the sensitive strains (chi-square test *p*-value < 0.001, Fig. 5A, Additional file 11: Table S10A). Differences were less pronounced under control conditions, with only JUT-008 showing an appreciable loss of acidity in the absence of copper compared with MUN-020 and GIM-012 (chi-square test *p*-value = 0.0003 and 0.0014, respectively, Additional file 11: Table S10A). From these results, we can infer a link between the loss of acidity in the copper cells and a decreased ability to tolerate copper.

**Fig. 5:**
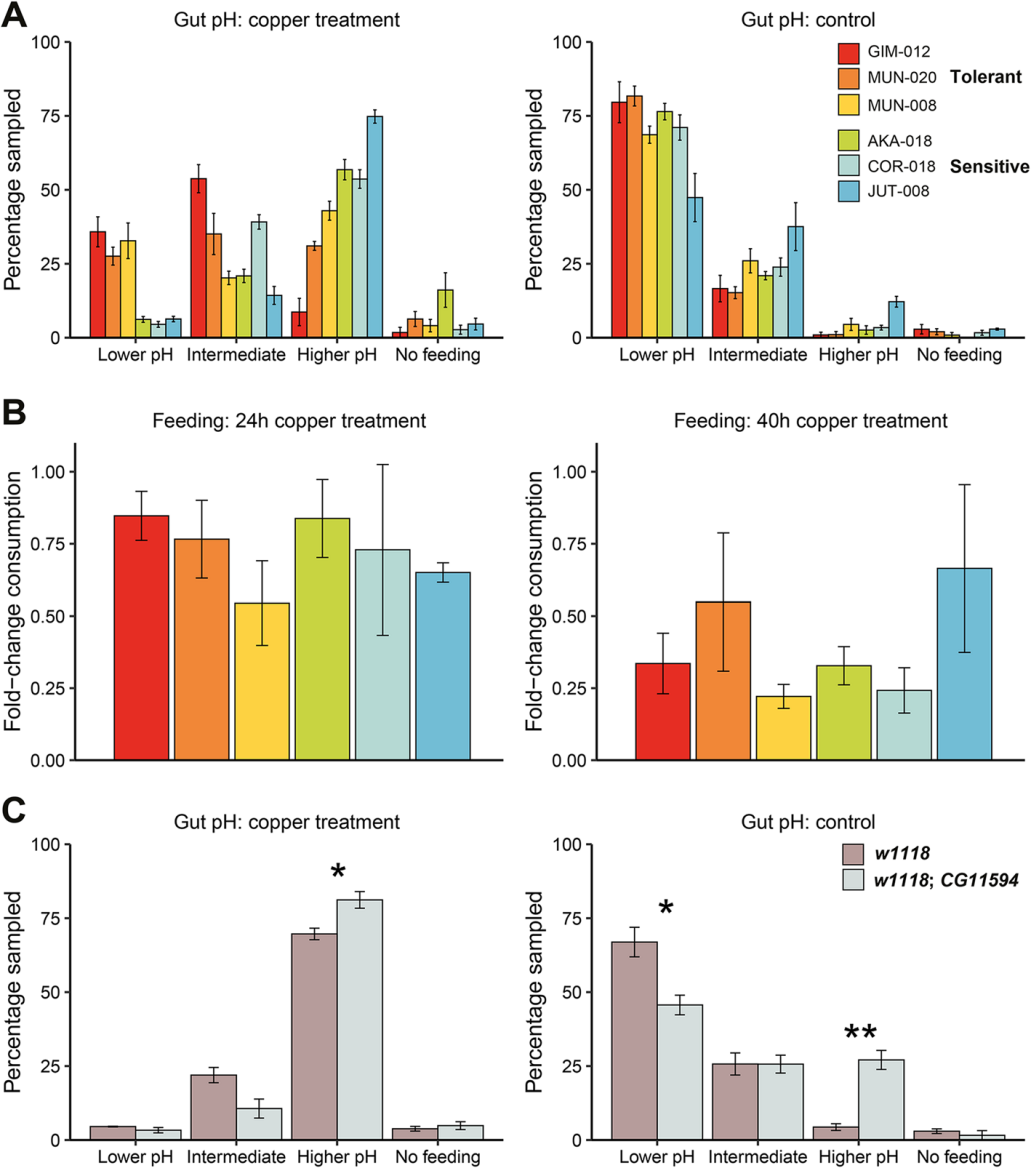
Gut acidity after copper exposure is correlated with copper tolerance and is not linked to feeding behaviour. **A** Gut acidity results on the six RNA-sequenced strains after 24 h of copper treatment and 2 h of recovery (left) and after 24 h of control conditions and 2 h of recovery (right). Lower pH indicates that the dye turned yellow within the region of the gut containing copper cells; intermediate pH indicates that the dye turned green-brown, but a discrete acidic region could still be detected; higher pH indicates that the entire midgut was blue and the copper cell region could not be detected; and no feeding (clear or pale blue). For readability, chi-square test *p*-values comparing tolerant vs. sensitive strains are given in Additional file 11: Table S10. **B** Feeding avoidance in the presence of copper measured as a fold difference in consumption between treatment and control at 24 h (left) and 40 h (right) (see Additional file 11: Table S10). **C** Gut pH of the control strain *w1118* (in brown) and the *CG11594* deletion strain (in blue) after 16 h of copper treatment (left) and control conditions (right). An asterisk (*) indicates a difference across the treatment groups at *p*-value < 0.05 (*) and *p*-value < 0.01 (**). For all the plots, error bars represent the standard error of the mean of three biological replicates containing 28–44 females each (**A** and **C**) and the coefficient of variation of three control biological replicates containing 25–30 females each (**B**)

*D. melanogaster* often avoid food sources with high concentrations of heavy metals [60, 61]. To determine if the changes in gut acidity are influenced by changes in feeding behaviour, we repeated the copper tolerance assays on the six RNA-sequenced strains, this time with the addition of a 1% erioglaucine disodium salt to both the treatment and control solutions to act as a dye. We measured the level of dye consumed in both treatment and control conditions at two separate timepoints to determine the level of feeding avoidance. At 24 h, the level of feeding avoidance on copper across most of the lines was quite low when compared to their control counterparts, with no significant differences between strains (chi-square test *p*-value > 0.05; Fig. 5B and Additional file 11: Table S10B). Feeding avoidance was generally stronger at the 40-h mark, with no significant differences between tolerant and sensitive strains (two-sided *t*-test *p*-value > 0.05; Fig. 5B and Additional file 11: Table S10B). These results suggest no relationship between feeding behaviour and whether or not the line showed high or low copper tolerance or changes in gut acidity.

If the observed changes in gut acidity are not based in behaviour, they are likely physiological in nature. While metallothioneins could be good candidates [14], as mentioned above, we found *MtnA-MtnE* to be up-regulated in response to copper both in tolerant and sensitive strains (Fig. 2B), and no differences in *MtnA-MtnE* expression between tolerant and sensitive strains were found in basal conditions (Additional file 5: Table S4B). Thus, overall, changes in *MtnA-MtnE* expression are not likely to explain the identified differences in gut acidity (Fig. 5A). 

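In control libraries the log2 difference between tolerant and sensitive strains was 1.03 ± 0.55 for *MtnE*, 0.71 ± 0.59 for *MtnD*, 0.36 ± 0.32 for *MtnA*, 0.14 ± 0.48 for *MtnC* and -0.05 ± 0.51 for *MtnB*. The lowest adjusted *p*-value was 0.515, for *MtnE* (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and none of the 5 genes passed adjusted over the list alone. Without MUN-020 the difference was -0.45 for *MtnD* and -0.14 for *MtnE*, so that the direction of both depended on 1 strain.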

We thus decided to focus on *CG11594* one of the seven candidate genes that we confirmed as having a role in copper tolerance (Fig. 4 and Table 2), as this is the most poorly characterized of the candidate genes, which although being associated with a number of stress phenotypes it had no prior links to copper biology before this work [62, 63]. To determine if *CG11594* expression alters gut acidity, similar exposure and gut staining assays were carried out over a 16-h time period on a *CG11594* deletion strain (*w1118; CG11594*), using *w1118* as the background control strain. While both lines displayed a high degree of gut de-acidification after treatment than any of the six natural lines, the effects seen on the *CG11594* deletion line were significantly greater than those on the background control line (one-sided *t*-test, *p*-value < 0.05, Fig. 5C and Additional file 11: Table S10C).

Curiously, the clearest differences between the two lines were seen not in the copper treatment, but in the control, where less than half of the *CG11594* deletion individuals displayed a clearly defined acidic region. This is in stark comparison to the six sequenced strains, which displayed healthy guts under control conditions. These results suggest that physiology, not behaviour, is the main driver behind midgut de-acidification after copper exposure and that *GG11594* plays a role in this change.

### Transposable element insertions may influence copper tolerance

TE insertions are often associated with changes in gene expression under stressful conditions (e.g. [64]), and in *D. melanogaster*, several specific insertions have been linked to stress response including zinc stress (e.g. [27–32]). However, until recently, only the subset of TEs annotated in the reference genome could be analysed, thus limiting the power of genome-wide analysis to investigate this type of structural variant. We took advantage of the availability of de novo whole-genome assemblies and de novo TE annotations for the three tolerant and three sensitive strains analysed in this work [24], to investigate the association between proximal *cis* TE insertions and gene expression levels in both treated and control conditions (within 1kb of the insertion, see the ‘Methods’ section). Using QTLtools [65], we identified three TE insertions that were significantly associated with changes of expression in nearby genes: two in response to copper (*FBti0061509* and *FBti0063217*) and one both in control and in response to copper (*FBti0060314*; Additional file 12: Table S11A). 

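The associations themselves were not recomputed, as no genotypes were analysed here. The genes they concern, in the 6 strains sequenced, are *CG13427* and *CG13423* (insertion *FBti0060314*), *lncRNA:CR45919* (*FBti0061509*) and *app* (*FBti0063217*). *CG13427*, on 2R of dm6 from 20538877 to 20539316, was expressed at 10.1 ± 4.67 CPM (SD, n = 8 libraries) in tolerant and 3.52 ± 1.86 CPM (SD, n = 8) in sensitive controls, a log2 difference of 1.49 ± 0.38 (adjusted *p* = 0.0276, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Copper changed it by -0.18 ± 0.26 in tolerant and -1.29 ± 0.64 in sensitive strains, neither significant. *CG13423*, which starts at 20536578, had 1 to 16 counts per library. It changed by -0.00 ± 0.27 in sensitive strains (adjusted *p* = 0.997, edgeR) and had too few counts for a test in tolerant strains. *lncRNA:CR45919*, on 2L from 17560813 to 17566551, had 0 to 4 counts per library, too few for any test. *app*, on 3L from 12206238 to 12266841, changed by 0.02 ± 0.12 in tolerant and 0.13 ± 0.07 in sensitive strains (adjusted *p* = 0.98 and 0.183, edgeR).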

Although the number of significant associations is small, this is most probably due to the small number of genomes analysed (six)—suggesting that this approach should provide more insight with larger datasets.

As an alternative approach, we also investigated whether previously identified DEGs in tolerant and sensitive strains were located within 1kb of a TE insertion (Additional file 12: Table S11B). There were no significant differences between the percentage of differentially expressed genes located within 1kb of a TE in tolerant compared to sensitive strains (14.28% across the three tolerant strains and 11.29% in the three sensitive; Fisher’s exact test *p*-value = 0.2193). 

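The paper lists 34 DEGs near TE insertions in tolerant and 111 in sensitive strains. In tolerant strains 25 of the 34 were up-regulated, against 62.4% of the paper's other 205 DEGs (Fisher's exact test over genes, two-sided, *p* = 0.25). In sensitive strains 32 of the 111 were up-regulated, against 27.2% of the other 872 DEGs (Fisher's exact test, two-sided, *p* = 0.735). Between tolerant and sensitive strains the share of up-regulated genes near TEs differed (Fisher's exact test, two-sided, *p* = 5.3e-06). No difference in direction between the genes near TEs and the other DEGs of the same class was detected.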

While 73.5% of the TE insertions were associated with gene up-regulation in tolerant strains, only 28% of the TEs were associated with up-regulation in sensitive strains (Fisher’s exact test *p*-value = 0.0014; Additional file 12: Table S11B). 

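Strains were analysed one at a time, with 5 or 6 libraries each. The tolerant GIM-012 had 622 DEGs, 384 up-regulated and 238 down-regulated, MUN-008 had 123, 48 and 75, and MUN-020 had 470, 220 and 250. The sensitive AKA-018 had 748 DEGs, 111 up-regulated and 637 down-regulated, COR-018 had 1173, 249 and 924, and JUT-008 had 453, 110 and 343. These numbers depended on single libraries. In GIM-012 there were 9 DEGs without the control replicate 1 and 1359 without the copper replicate 1. Leaving out 1 library gave 55 to 231 DEGs in MUN-008, 530 to 1372 in COR-018 and 192 to 746 in JUT-008. In MUN-020 and AKA-018, which have 2 control libraries each, only copper libraries were left out. This gave 131 to 804 DEGs in MUN-020 and 714 to 846 in AKA-018, so dependence on their control libraries was not tested. With DESeq2, GIM-012 had 1363 DEGs, MUN-008 258 and JUT-008 752.

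**Figure D6:**
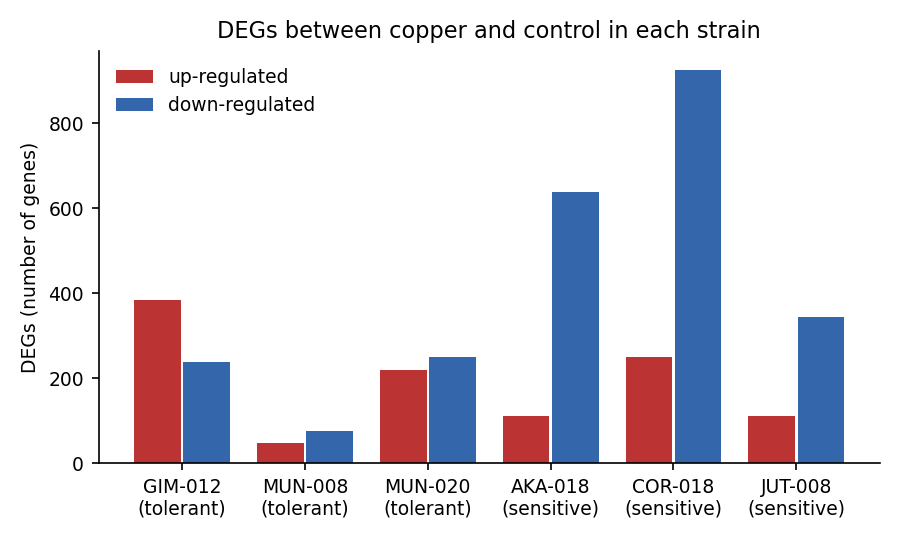
Number of up- and down-regulated DEGs of copper against control in each strain, from fits of that strain alone. COR-018 has the most down-regulated DEGs (924) and GIM-012 the most up-regulated ones (384).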

Because the effect of transposable elements, and other genetic variants, is often background dependent (e.g. [66]), we also investigate whether TEs were associated with DEGs identified at the strain level. None of the strains showed a significant enrichment of TEs nearby DEGs (test of proportions *p*-value > 0.05, Additional file 12: Table S11C).

Finally, we tested three TE insertions for their effects on copper tolerance. For each of the TE insertions, we constructed two outbred populations: one with the insertion and one without the insertion (see the ‘Methods’ section). This strategy limited testing to those TE insertions that have been found segregating in populations at a high enough level that we could obtain enough strains to construct the outbred populations. We chose two insertions that besides being located nearby DEGs showed signatures of positive selection in their flanking regions suggesting that they might be adaptive: *FBti0020036* and *FBti0020057* [26]. The third TE candidate, *FBti0020195*, is not present in any of our six sequenced strains but garnered special interest due to its location within *CG32444*, a candidate gene identified in this study and further confirmed with the use of gene disruption (Additional file 9: Fig. S6). For each of these three TE insertions, we constructed two outbred populations: one with the insertion and one without the insertion (see the ‘Methods’ section). For each of the paired outbred populations, those containing TE insertions demonstrated greater survivorship on copper than their negative counterparts, both on LT_100_ (one-sided *t*-test, *p*-value = 0.0055, *p*-value < 0.001 and *p*-value < 0.001 for *FBti0020036*, *FBti0020057*, and *FBti0020195*, respectively, Fig. 6 and Additional file 12: Table S11D), and across the entire survival curve (log-rank tests *p*-value < 0.001 for all three comparisons, Additional file 13: Fig. S7 and Additional file 12: Table S11D).

**Fig. 6:**
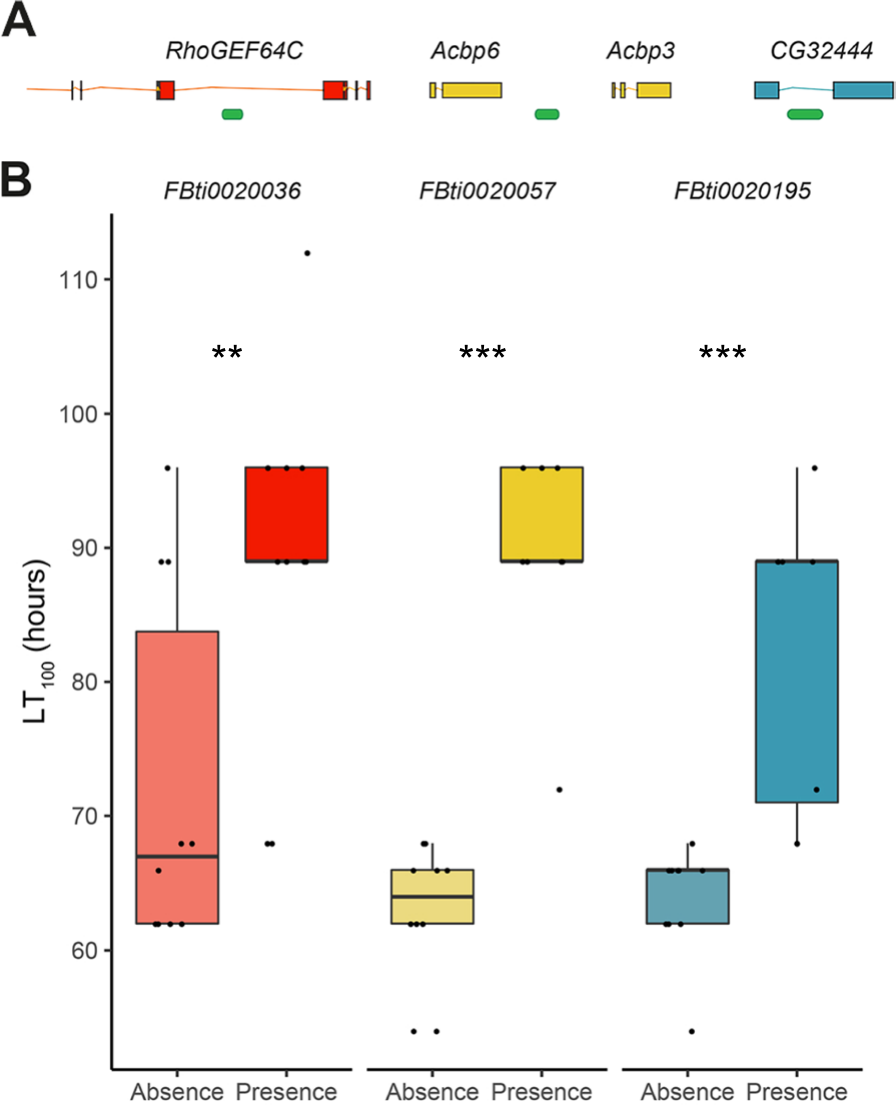
Copper survival experiments for the three candidate transposable element insertions. **A** Gene structure showing where each of the candidate TEs (in green) is inserted. For *RhoGEF64C*, only the 3′ region of the gene is depicted. **B** Relative change in average mortality at the end of the assay comparing outbred populations with and without the candidate TE (9 to 10 biological replicates of 10–15 females in treatment and of 5–10 females in control conditions). Significant LT100 *p*-values < 0.01 with **, and *p*-values < 0.001 with *** (one-sided *t*-test)

## Discussion

### The environmental determinants of copper tolerance in *D. melanogaster* are complex

In this study, we undertook a survey of multiple European *D. melanogaster* populations to determine how copper tolerance varies across the continent (Fig. 1), and whether this variation could be linked to the presence of copper or other environmental factors. To achieve this, we compared our phenotypic values with geographic factors, copper soil levels, atmospheric pollution levels, and degree of urbanization. We found a positive correlation between latitude and LT_50_ (*p*-value = 0.015, Additional file 4: Table S3B). While we also found evidence of a link between urban build-up and greater tolerance, no clear relationship could be drawn between tolerance and any of the direct measures of pollution available to us (Additional file 4: Table S3B). As Romic and Romic [2] noted, human sources of environmental copper are characterized by many point sources of contamination, and while we are aware that some well-known sources—such as atmospheric copper—are missing from our dataset, it is possible that there are others missing as well. Moreover, it is also unknown whether the greatest effect will be from an accumulation of multiple sources of the metal or a small number that are the most bio-available. As these point sources can be difficult to characterize, performing environmental sampling, e.g. soil sampling, alongside fly collections, may be a viable alternative [67]. The diversity of vegetation may also be worthy of record as copper uptake and storage varies across plant tissues and species [68]. Although we cannot discard that more extensive sampling could further help discern the relationships between phenotype and environment, our results indicate that the finer details of the surrounding environment should be receiving as much attention as the finer details of the genome when making sense of phenotypic differences.

### The genetic basis to copper tolerance in *D. melanogaster* is complex and involves multiple regulatory factors

One of the most distinguishing features of our phenotypic dataset is the high degree of variation both within and between sampling locations (Fig. 1B and Additional file 2: Fig. S1). While high levels of phenotypic variation can sometimes result from an allele of large effect segregating within a population, as seen in Battlay et al. and Green et al. [58, 69], the gradual distribution of our LT_50_ values suggest that this is not the case and that the degree of phenotypic variation seen across our strains is likely an indication of the polygenic basis of the trait (Additional file 2: Fig. S1A [5, 20]). This was in turn backed by our RNA-sequencing analysis, which indicated that copper tolerance is a trait with a complex genetic architecture, involving multiple genes and regulatory factors, and with a large degree of expression change occurring in the gut (Fig. 2).

With regard to genes with prior links to metal response, variation in metallothionein expression was not found linked to phenotypic variation in the six strains sequenced (Fig. 2B; Additional file 5: Table S4C). However, as all six strains carry the 3′ indel that is believed to be linked to increased stress tolerance, and it is found to be close to fixation in northern Europe [17], thus, it is likely that metallothionein-tolerant variants have already been subject to selection. We also saw no significant differences in expression with regard to multiple genes previously linked to copper homeostasis. While this may initially come across as curious, many of the previous studies characterizing copper-related genes in genetically modified lines were carried out in a small number of strains with the aim of characterizing genes that play a role in human diseases [9, 55, 70], and not explicitly copper exposure in nature. While the lack of these genes in our DEG lists does not necessarily mean that they are not involved in copper tolerance, it does indicate that the genes contributing to the variation we see in tolerance in natural populations of *D. melanogaster* are much broader than previously characterized in these studies and that the biological basis behind copper tolerance may be constrained by the need to maintain copper levels in less extreme environments.

While it has been well documented that MTF-1 plays an important role in regulating gene expression in response to metal exposure, including metallothionein induction, it is unlikely to be the only regulatory factor affecting changes in expression, especially with regard to downstream metabolic processes affected by copper toxicity [22]. By using a combination of DGET and gene clustering, we were able to identify *Sir2* and *HNF4* as additional potential regulatory elements. *Sir2* plays a multifaceted role in maintaining energy homeostasis, affecting fat mobilization [71], insulin signalling [72], and energy consumption [50]. *HNF4*—a direct target of *Sir2* regulation—also influences a wide range of processes involved in cellular metabolism and systemic physiology [53]. These results are supported by our functional gene analysis. Of the eight confirmed candidate genes (Fig. 4), *Sodh-1* and *CG32444* have both been linked to the kind of metabolic processes modulated by *HNF4* and *Sir2*, while also having found associated with copper toxicity previously [20, 55]. The two cytochrome P450s, *Cyp6w1* and *Cyp6a8*, are both linked to oxidative stress [58, 73], a process that has been linked to metal tolerance previously [22]. *CG6910* is down-regulated in MTF-1 knockout mutants [12]. The roles of the remaining three candidates in copper tolerance are more speculative. *Jon65Aiv* is known to be a serine protease with a likely role in digestion [74]. Serine proteases have also been shown to be down-regulated in clusters after exposure to another metal, manganese [75], and during ageing [76], although the reason for this perturbation remains unresolved. As copper inhibits larval midgut acidification [14], a phenotype also seen in ageing [13], it would be tempting to investigate the relationship between acidity and serine proteases directly. This also has interesting implications for cross-species comparisons: while serine protease function is well conserved across species [77], the degree of segmentation and the pH levels of the alimentary tracts of many other insect species (e.g. Lepidoptera) are not [78, 79].

While its role has not been well characterized, *CG5966* is involved in triglyceride breakdown [80], and starvation response [81], a functional profile that fits with regulation by both *Sir2* and *HNF4*. CG5966 has also been found to be highly up-regulated during mitochondria dysfunction [82], along with many other stress response genes. Finally, our pH assays give the greatest guidance to the role of *CG11594*, which may prove to play a role in gut integrity.

While our individual gene candidates may not be so well conserved outside of *Drosophila*, *Sir2* and *HNF4* do have well-conserved orthologs, much in the same manner as the metallothioneins. While there is no previous evidence for these genes playing a role in copper toxicity in arthropods, such evidence exists in mammalian cell culture: rat hepatocytes treated with copper sulphate display increased expression of *Sir2* homologs *Sirt1* and *Sirt2* [83], while *HNF4-α* influences copper-responsive transcription changes in HepG2 cells [84]. Furthermore, while many of our putative candidates for *Sir2 and HNF4* regulation were found highly expressed in the gut, both regulatory elements have been shown to play different roles in different tissues [53], presenting us with the possibility that not only might their roles in copper response be discordant in different tissues, but that this may apply to the general transcriptional signature post-metal exposure as well. Future assays using knockdown or disruption of these factors across multiple tissues in *Drosophila* would be able to confirm their specific roles in copper response.

Further changes in gene expression can potentially be traced back to transposable element insertions. TE insertions are often associated with the differential expression of nearby genes under stress conditions [27, 28, 64]. We identify several TE insertions located inside or nearby differentially expressed genes (Additional file 11: Table S10B). For three of these insertions, we further showed that their presence is associated with increased copper survival (Fig. 6). Further analysis, such as recombination mapping and CRISPR-based knockouts in these genetic backgrounds, could potentially assist in confirming the role of these specific TE insertions in altering gene expression and their effect on phenotype.

### Gut acidity is linked to copper tolerance in *D. melanogaster*

Our analysis demonstrated that a large degree of the differential expression observed after copper exposure was occurring in the gut, a key tissue when it comes to copper physiology [13–15]. A role for the gut is also supported by the GO enrichment results: chitin binding and metabolic processes suggest a role for the peritrophic membrane [85], which is important for gut integrity (Fig. 3). A study on the effects of Lufenuron—a chitin disrupter—in *Anthonomus grandis* showed that gut disruption could lead to changes in metabolism and the down-regulation of vitellogen, also seen in our GO enrichment analysis [86]. In addition, chitin binding and metabolic processes also affect the cuticle, which may affect copper exposure via contact. Indeed, copper DEGs were also found to be enriched amongst extremely high and highly expressed genes from the carcass in DGET (Fig. 2C). A correlation between cuticle darkening and increased body copper content has also been reported in *D. melanogaster* [75].

Our gut pH assays clearly demonstrate that copper exposure results in a loss of acidity in the copper cell region—and that this effect is more sharply seen in the three sensitive strains (Fig. 5A). Our subsequent feeding response assays excluded differences in copper consumption as a potential explanation of varying losses in gut acidity, suggesting a more physiological process was responsible for the changes observed (Fig. 5B). While metallothioneins could be good candidates [14], our *Mtn* expression data do not sufficiently explain the differences we observed (Fig. 2B and Additional file 5: Table S4). This opens up the possibility that one or more of our gene candidates selected for further analysis may be affecting copper tolerance through changes in copper cells or gut acidity. While the function of *CG11594* has mostly gone uncharacterized, its expression has been linked to both oxidative stress and ER stress in the DGRP strains [62, 63]. While disruption of *CG11594* expression caused a strong loss in gut acidity after copper treatment, there was a notable loss under control conditions as well (Fig. 5C). These results imply that loss of gut acidity is a sub-phenotype to copper tolerance and that both share links to *CG11594* activity—although the exact mechanism underpinning the relationship remains elusive. In light of previous studies, we can propose two tentative alternative hypotheses: regulation of *CG11594* by both *Sir2* and *HNF4* suggests that the gene plays a general role in energy and metabolism [50], and it is differences in the allocation of energy and resources that affect survival. Alternatively, links to ER stress [63] could indicate a role linked to lysosome function or metal storage.

## Conclusions

Our investigation across European natural populations of *D. melanogaster* proved copper tolerance to be a highly variable trait. We confirmed the involvement of multiple new candidate genes, identified two potential new regulatory factors that have previously only been seen to mediate metal responses in mammals, and described physiological changes linked to this trait. Unlike previous candidates, such as the metallothioneins, which are common across a wide phylogeny, it is unlikely that the exact genes shown to affect copper tolerance in *D. melanogaster* will be perturbed in other species vulnerable to metal toxicity. However, other, more general, molecular pathways and physiological changes in the gut we observed in *D. melanogaster* are likely to prove relevant in studying the effects of copper toxicity in other species.

## Methods

### Fly collections

Details of all the stocks used can be found in Additional file 1: Table S1. The nine original collections (73 strains) were carried out across the summer of 2015 by the DrosEU consortium (www.droseu.net). Each of the established isofemale strains (4 to 16 depending on the population, Additional file 1: Table S1) was repeatedly inbred for up to 20 generations. Of the additional 26 strains included for geographical and environmental analysis, the Mauternbach (Austria) and Recarei (Portugal) strains were caught in 2018 and the Bari (Italy) strains were caught in 2011 and have been kept as isofemale strains since then [87]. All fly collection sites are documented in Fig. 1A. All strains were maintained on semolina-yeast-agar media and were kept at 25°C on a 12:12-h light and dark cycle for at least one generation before use.

### Copper tolerance assays

Copper sulphate (CuSO_4_) (CAT# 451657-10G) was obtained from Sigma-Aldrich. Copper assays were adapted from Bonilla-Ramirez et al. [61]. This particular method was chosen for two reasons: (i) *Drosophila* are known to show food avoidance with a high concentration of heavy metals [61]; however, this method allowed exposure via both contact and digestion; and (ii) the 4–5-day length of the assay gives sufficient time to differentiate between tolerant and sensitive strains without risking high control mortality.

Briefly, powdered CuSO_4_ was reconstituted to 20mM in a 5% sucrose solution. Brilliant blue food dye (E133) was added to aid visibility and even dispersal. An identical control solution without CuSO_4_ was prepared in the same manner. A total of 250μl of the CuSO4 sucrose solution was pipetted onto 70×17mm slips of filter paper (Whatman, CAT# 3030917), which were then placed into 15-ml Falcon tubes (Cultek, CAT# 352096), containing 1ml on 1% agar at the bottom. Papers were allowed to dry for 15 min before the flies were added. To assist respiration, holes were made in the lids of the falcon tubes. The number of dead flies was counted at different timepoints both in the control and treated conditions, until all flies were dead in the treated conditions.

For each isofemale strain, 4–7-day-old females were used in the copper survival assays both in control and treated (20mM copper) conditions. Three biological replicates of up to 15 flies each were performed for the treatment and for the control conditions (Additional file 1: Table S1). LT_50_ calculations were used to interpolate measures of survival for each of the strains. Linear models were fitted to timepoint-mortality data on a log-probit scale using the *glm()* function in the R statistical package, using a script adapted from Johnson et al. [88]. Of the 73 DrosEU strains screened, LT_50_ values were successfully calculated for 71, along with the 26 additional strains from Italy, Austria, and Portugal (Additional file 3: Table S2).

### Correlation analysis with geographical and environmental variables

We first tested whether populations above (5 populations) and below (7 populations) the 45th parallel differed in copper tolerance. Because a Shapiro-Wilk test showed that data was not normally distributed (*p*-value = 0.0011), we performed a one-sided Wilcoxon test. We then tested whether copper tolerance correlated with geographical and environmental variables. Copper soil concentration data was taken from The European Soil Data Centre (ESDAC: https://esdac.jrc.ec.europa.eu/content/copper-distribution-topsoils) [3], with the exception of the Tenerife data, which was taken from Fernandez-Falcon et al. [89]. Air pollution data was taken from the European Environment Agency (EEA): https://discomap.eea.europa.eu/map/fme/AirQualityExport.htm. The pollutants considered included PM10 (particulate matter 10μm or less in diameter) and PM2.5 (particulate matter 2.5μm or less in diameter), arsenic in PM10, cadmium in PM10, and lead in PM10 data. All measures were taken from the closest research station available for each catch site. General PM10 and PM2.5 data and atmospheric metal data for arsenic, cadmium, and lead were available for the majority of catch sites (Additional file 4: Table S3). Data for particulate copper taken from PM10 measures had to be excluded due to both insufficient geographical coverage and a lack of consistency in the measures made (PM10 and precipitation). All tests and linear regression models were performed in R (v.3.5.1) [90]. Regression models were fitted with LT_50_ values as the dependent variable, and with geographical and pollution measures as independent variables. The degree of urbanization of the fly collection locations was based on whether the closest population to a collection site was a city (> 50,000 inhabitants: urban), a town with a population > 5000 inhabitants (semi-urban), or less dense populations (<5000 inhabitants: rural; Additional file 4: Table S3). This degree of urbanization is based on the OECD/European Commission (2020), Cities in the World: A New Perspective on Urbanisation, OECD Urban Studies, OECD Publishing, Paris, available at: https://www.oecd.org/publications/cities-in-the-world-d0efcbda-en.htm [37]. We first tested whether any of the explanatory variables were correlated. We found that cadmium and arsenic were indeed highly correlated (Pearson correlation coefficient *ρ*=0.98). We thus performed multiple linear regression to test the association between copper tolerance (LT_50_) and the geographical and environmental variables considering only one of these two variables. We first created a linear model with all the measured variables (model: *LT50 ~ longitude + latitude + copper + PM10 + PM2.5 + arsenic (or cadmium) + lead + DegreeUrbanization*). We then carried out a backward stepwise regression to eliminate variables using the *dropterm()* function of the *MASS* package in R. At each step, we removed the least significant variable. Only variables with a *p*-value < 0.1 were retained in the minimal model [91], which considered latitude and degree of urbanization (*R*^2 ^= 12%, *p*-value = 0.0079). Scripts to perform the analyses can be found in https://github.com/GonzalezLab/Dmelanogaster_Copper.

### RNA-seq sample preparation

RNA-seq analysis for short-term copper exposure (24 h) was performed on six inbred strains, where those with the strain codes GIM-012, MUN-020, and MUN-008 were copper tolerant and JUT-008, COR-018, and AKA-018 were copper sensitive (Additional file 1: Table S1). To maximize odds of choosing mostly homozygous strains, we prioritized those strains with a high degree of inbreeding (minimum of F20), and a low degree of variation between biological replicates in the LT_50_ assays.

Four biological replicates of 25 mated female flies 4–7-day-old from each line—separated 24 h beforehand on CO2—were exposed to CuSO_4_ or the equivalent control conditions, as reported above, and removed after 24 h. This timeframe allowed low levels of death in the sensitive strains, but enough time to stress the tolerant strains, as measured by the induction of *MtnB* detected through RT-qPCR. Deceased individuals from strains COR-018 and JUT-008 were removed before whole-body RNA extraction. Twenty females from each biological replicate were flash frozen in liquid nitrogen and total RNA was isolated using the GenElute Mammalian Genomic RNA miniprep kit (Sigma-Aldrich, CAT# RTN350-1KT), following the manufacturer’s instructions. For each sample, the three repeats with the best RNA quality based on BioAnalyzer were retained for sequencing. One microgramme of total RNA from each sample (whole female body) was used for subsequent library preparation and sequencing using an Illumina Hiseq 2500. Libraries were prepared using the Truseq stranded mRNA library prep according to the manufacturer protocol. Only two control samples for both AKA-018 and MUN-020 showed high enough quality for further RNA-seq analysis. Thus overall, we used 34 samples.

### Analysis of RNA-seq data

RNA-seq analysis was performed using the *rnaseq* pipeline (v.1.2) from the *nf-core* community, a *nextflow* collection of curated bioinformatic pipelines [92, 93]. The total number of raw reads obtained per sample range between 25.16M and 46.13M. Briefly, sequencing quality was assessed using *FastQC* (v.0.11.8, [94]). *TrimGalore* (v.0.5.0) was used for adapter removal [95], and *Cutadapt* (v.1.18) with default parameters was used for low-quality trimming [96]. Trimmed reads were mapped to the *D. melanogaster* genome r6.15 [97] using *STAR* (v.2.6, [98]). On average, 95.9% of the reads mapped to the reference genome. Technical duplications were explored using *dupRadar* [99]. Overall, we found no bias towards high number of duplicates at low read counts, so we did not remove duplicates from the alignments. We used *featureCounts* (v.1.6.2, [100]) for counting the number of reads mapping to genes (*reverse-stranded* parameter). Multi-mapping reads and reads overlapping with more than one feature were discarded. The matrix of counting data was then imported into DESeq2 [101] for differential expression (DE) analysis following the standard workflow and applying the design formula: *Strain + Treatment* in the analysis of the tolerant and sensitive strains. To compare resistant vs. tolerant strains in basal conditions, we used the design formula ~ *Resistance*. Finally, to perform the joint analysis with all the strains together and considering the interaction term between the phenotype and the treatment, we used the design formula *~ Strain + Treatment + Strain:Treatment*. Normalization was performed using the standard DESeq2 normalization method, which accounts for sequencing depth and RNA composition [101, 102]. Differentially expressed genes were chosen based on both log_2_ fold change (> 1.5) and adjusted *p*-values (< 0.05). Gene counts and scripts to perform the DE analyses can be found at https://github.com/GonzalezLab/Dmelanogaster_Copper.

Functional profile analyses of the differentially expressed genes (GO, GSEA and KEGG) were performed using the R package *clusterProfiler* [103]. Breakdown of differentially expressed genes by tissue was performed using the *Drosophila Gene Expression Tool* (DGET: https://www.flyrnai.org/tools/dget/web/ [38]), with gut subsampling data taken from similar aged flies from Marianes and Spradling (2013) [41].

Modulated modularity clustering (MMC) was used to group differentially expressed genes into subsets of genetically correlated genes in both treated and control samples. All analyses were carried out as outlined in Stone et al. [48], except the variance filtering, which was performed in R (v.3.5.1) beforehand. The variance filter removed genes where no variance across repeats and samples was found, which basically removes genes with no expression. Additional network-based analysis was performed using *STRING* (v.10, [49]) with a minimum interaction score of 0.7. Subsequent visualizations were performed using *Cytoscape* (v.3.7.1*,* [104]).

### RNAi and gene disruption assays

Candidate genes were functionally validated using RNAi knockdown lines from the KK library of the *Vienna Drosophila Resource Centre* ([105]; obtained from the VDRC) and the Transgenic RNAi Project (TRiP) developed from the Harvard Medical School ([106]; obtained from the *Bloomington Drosophila Stock Centre*). Additional gene disruptions were performed using either *Drosophila Gene Disruption Project* (GDP) lines ([107]; obtained from the *Bloomington Drosophila Stock Centre*) or one independent deletion mutant (*w1118; CG11594*; obtained from the *Bloomington Drosophila Stock Centre*). All stock numbers are provided in Additional file 1: Table S1.

The choice of *Gal4* driver was based on data obtained for each gene from *FlyAtlas 2* (http://flyatlas.gla.ac.uk/FlyAtlas2/index.html [56]). Three of the drivers were homozygous: the *6g1HR-Gal4* driver, described by Chung et al. [108], and two different background versions of the *MexG-Gal4* driver, originally described by Phillips and Thomas [109]. All three were provided by Shane Denecke. The heterozygous *Actin5C-Gal4/CyO* driver was obtained from *Bloomington Drosophila Stock Centre* (BDSC ID 4144).

For all assays using homozygous *Gal4* drivers, the mortality of all *Gal4-RNAi* crosses was compared to matching control crosses using the appropriate RNAi background strain. For the KK RNAi lines, comparisons were made to crosses using the KK construct-free control strain (VDSC ID 60100). For all assays containing TRiP RNAi lines, for those lines with the RNAi construct inserted into the *attP2* site, comparisons were made to the *y, v; attP2, y+* construct-free control strain (BDSC ID 36303) and/or those lines with the RNAi construct inserted into the *attP40* site, the *y, v; attP40, y+* construct-free control strain (BDSC ID 36304). Due to difficulties maintaining the strain, for all assays using crosses with the *Actin5C-Gal4/CyO* driver, the offspring that inherited the *Gal4* construct were compared to their *CyO* inheriting siblings. All GDP lines and the *w1118; CG11594* strain were compared to *w1118*.

Copper survival experiments were performed as described above using 4–7-day-old flies. Three to five biological replicates of up to 15 flies for the treatment and four to five biological replicates of up to 10 flies were performed for control conditions. Kaplan-Meier survival analysis was chosen as the best statistical comparison for comparing disrupted and control samples, and all analyses were performed using the R package *Survminer* (v.0.4.8). The significance of the survival curve was assessed with the log-rank test. Additionally, a relative change in average mortality is also provided as a proxy of the size of the effect of these genes on copper tolerance, and significance was tested using a two-sided *t*-test.

### Gut pH assays

Four- to 5-day-old flies from the six strains taken from the RNA-seq analysis were subject to the same assay conditions used for the copper tolerance assays for 24 h. Assays were performed in triplicate, with each biological replicate consisting of 30–50 female individuals. Higher numbers were required for COR-018 and JUT-008 to account for the level of mortality expected during this timeframe. Flies were then transferred to regular *Drosophila* media, on which 200μl of a mixture of 1% Bromophenol Blue, dried yeast, and water (at a 1:1:3 ratio) had been added 20 min prior. Flies were permitted to feed for 2 h before having their midguts dissected in PBS and accessed for loss of acidity. Twenty-eight to 44 samples were dissected from each replicate (numbers varied as guts were often very fragile). Any individuals who proceeded to die after transfer to recovery media were discarded. Samples were determined to have experienced minimal loss in acidity if the cells in the acidic region of the midgut remained yellow (pH < 2.3), an intermediate loss if they had faded to green or brown, and full loss if they could not be distinguished from the surrounding sections (pH > 4). No feeding was recorded if no media was present in the gut. To test for differences in gut acidity between tolerant and sensitive strains, we used the chi-square test. To perform a post hoc analysis, we used the function *chisq.posthoc.test()* from the R package *chisq.posthoc.test* (v.0.1.2). The *p*-values of the chi-square and post hoc tests were corrected for multiple testing using the Bonferroni method.

Similar assays were carried out on lines *w1118* and the *CG11594* deletion line (*w1118; CG11594*) (Additional file 1: Table S1) over a shorter 16-h time period, to account for the greater sensitivity of these lines to copper.

### Feeding avoidance assays

To measure the effect that the presence of copper has on feeding avoidance, the six strains from the RNA-seq analysis were assayed in similar conditions to that of the copper tolerance assay, but with the addition of erioglaucine disodium salt (1%, Sigma-Aldrich CAT#861146) to both the treated and control solutions. Erioglaucine disodium salt has been shown to be an effective tracer up to 48 h in *Drosophila* [110]. Assays were performed in triplicate for groups of 25–30 4–7-day-old females, with higher numbers used for COR-018 and JUT-008 to account for the degree of mortality expected at the end of this time period. All dead individuals were discarded. Flies were homogenized using a pestle, with each sample consisting of three flies in 620μl of distilled water. After crushing, samples were spun at 14,000rpm for 10 min and then frozen for 24 h. A total of 180μl of supernatant was loaded into each well of a 96-well Nunc-Immuno™ MicroWell™ plate (Sigma-Aldrich, CAT#M9410). Measurements were made using a Techan Infinite® 200 Microplate Reader, at 630nm, after 10 s of agitation at 9mm. Three technical replicates for six samples, for a total of 18 wells, were loaded for each treatment condition. Each of the three plates analysed contained four water blanks and five standards containing between 0.015 and 1.5×10^−5^ % of dye. All technical replicates per sample were averaged. The amount of dye consumed per strain (average of six samples per strain) was inferred from a linear model fitted from the points of the standard curve. All results are reported as the fold difference in feeding between treated and control samples for each timepoint. The coefficient of variation for each experiment was calculated as the standard deviation of the control sample concentrations divided by the mean of the control sample concentrations. We used a *t*-test (two-sided) to compare the concentrations between pairs of tolerant and sensitive strains. *P*-values were corrected with Bonferroni.

### Transposable element analysis

#### eQTL analysis

The RNA-Seq data for tolerant and sensitive strains both in control and treated conditions were trimmed using the *fastp* package (v.0.20.0) [111] with default parameters. Expression levels were quantified with the *salmon* package (v.1.0.0) [112] against the ENSEMBL (Dm.BDGP6.22.9) transcripts. Obtained transcripts per million (TPM) were summed up to gene level and rlog normalized using DESeq2 (v.1.28.1) [101]. To test the association between gene expression and TE variants, we used the TE annotations for each one of the six genomes analysed available at https://github.com/sradiouy/Llewellyn-Green-et-al-2021. The genotype table with the information of the presence/absence of all the TEs present in each one of the strains was created using custom script (https://github.com/sradiouy/Llewellyn-Green-et-al-2021).

The eQTL analysis was performed using the QTLtools package (v.1.2) [65]. Putative cis-eQTL for the six strains were searched within a 1-kb window around each gene using the cis module in QTLtools in control and in treated conditions separately. No trans effects were considered. We used the nominal pass to evaluate the significance of the association of each gene expression level to all the TE insertions within the 1-kb window. This nominal pass involves the testing of all possible variant-phenotype pairs via linear regression. The variant-phenotype pair with the smallest nominal *p*-value is kept as the best QTL for that particular TE. In addition, we also performed a permutation pass (100,000 permutations) to adjust for multiple testing. We focused on the significant TE-gene associations with a nominal *p*-value < 0.05 and an adjusted *p*-value < 0.05.

#### Identification of TEs nearby DEGs

Reference gene annotation was lifted over to each of the six strain assemblies analysed using Liftoff (v.1.4.2, [113]), with default parameters, to produce gene annotations of each strain in GFF format. Liftoff annotation was transformed to BED format with a custom python script (https://github.com/sradiouy/Llewellyn-Green-et-al-2021). Then, bedtools closest (v.2.29.2, [114]) was used to define TE insertions within 1kb of each gene (parameters: -k 10, -D ref) using the TE annotations available at https://github.com/sradiouy/Llewellyn-Green-et-al-2021. We used the *prop.test()* function of R to assess whether there is an enrichment of TEs in DE genes compared to the whole genome for each strain.

#### Phenotypic validation

TE present and TE absent outbred populations were constructed for three candidate insertions: *FBti0020195*, *FBti0020057*, and *FBti0020036*. Each outbred population was developed to have a mixed genetic background, while remaining consistently homogenous for either the presence or absence of the selected element [115]. For each outbred population, ten females and ten males from each of the five nominated strains (four in the case of *FBti0020195+*) were pooled to establish each population (Additional file 1: Table S1). Each outbred was maintained for 8 generations in cages before being screened. Copper tolerance assays were carried out as per the prior experiments, using 4–7-day-old females. Nine to 10 biological replicates of up to 15 flies in treated and up to 10 flies in control were performed for each outbred population (Additional file 12: Table S11). The experiment was run until all flies were dead. Kaplan-Meier survival analysis was performed on present and absence pairs in the same manner as above. The significance of the survival curves was assessed with the log-rank test. Relative change in average mortality is also provided as a proxy of the size of the effect of these genes on copper tolerance, assessed with a one-sided *t*-test.

## Supplementary Information

**Additional file 1: Table S1.** Data on the fly strains used in this work.

**Additional file 2: Figure S1.** Copper tolerance phenotypes across all populations.

**Additional file 3: Table S2.** Mortality data for all the strains analyzed in this work.

**Additional file 4: Table S3.** Atmospheric metal pollution data, copper soil concentration and degree of urbanization classification.

**Additional file 5: Table S4.** Differential gene expression (DGE) analysis performed with DESeq2.

**Additional file 6: Figure S2.** DGET expression analysis for gut subsections.

**Additional file 7: Table S5.** GO enrichment analysis. **Table S6.** Gene Set Enrichmnet analysis. **Table S7.** KEGG analysis. **Table S8.** Modulated Modularity Cluster analysis.

**Additional file 8: Figures S3.** GO clustering analysis. **Figure S4.** Modulated Modularity Cluster analysis. **Figures S5.** Overlapping between DEGs and regulatory factors.

**Additional file 9: Figure S6.** Kaplan-Meier survival curves for the survival assays performed on RNAi knockdowns and disruption mutants for all gene candidates.

**Additional file 10: Table S9.** Mortality data for all mutant and RNAi lines analyzed in this work.

**Additional file 11: Table S10.** Raw data for all pH and feeding analysis presented in this work.

**Additional file 12: Table S11.** Transposable element analysis.

**Additional file 13: Figure S7.** Kaplan-Meier survival curves for the survival assays performed on outbred populations with and without the three candidate TE insertions.

## Data Availability

Data is available in the additional files. Genome assemblies and the raw data (long and short read sequencing) have been deposited in NCBI under the BioProject accession PRJNA559813. RNA-sequence data is available under NCBI accession number: PRJNA646768; GEO: GSE154608. The six sequenced genomes are available together with gene annotations, TE annotations, and RNA-seq coverage profiles generated in this work for visualization and retrieval through the DrosOmics genome browser [116]. Scripts can be found at https://github.com/GonzalezLab/Dmelanogaster_Copper and https://github.com/sradiouy/Llewellyn-Green-et-al-2021.

# Supplementary material for: The genomic basis of copper tolerance in Drosophila is shaped by a complex interplay of regulatory and environmental factors
**Source:** BMC Biol. 2022 Dec 8;20:275. doi: 10.1186/s12915-022-01479-w

**Figure S1. Copper tolerance phenotypes across all populations.**

**A)** LT<sub>50</sub> values for the 71 natural strains collected in 2015 by the DrosEU consortium (see Additional File 4: Table S2A for the name of each strain). The majority of these strains were inbred between 15-20 generations before screening (Additional File 2: Table S1A). **B)** LT<sub>50</sub> values for the 26 isofemale strains from additional locations in Austria, Portugal and Italy collected in 2011 and 2018. The strains in each chart are arranged in order of ascending LT<sub>50</sub> (see Additional File 4: Table S2A). Bar colour corresponds to copper concentration, as per the map in Additional File 1: Fig. 1A. The cooler colours refer to low copper concentrations and the warmer colours refer to high copper concentrations. Error bars represent 95% CI of the probit slope. The pink labels in **A)** represent the three sensitive strains and the blue labels represent the three tolerant strains that were subject to subsequent differential expression analysis and genome sequencing.

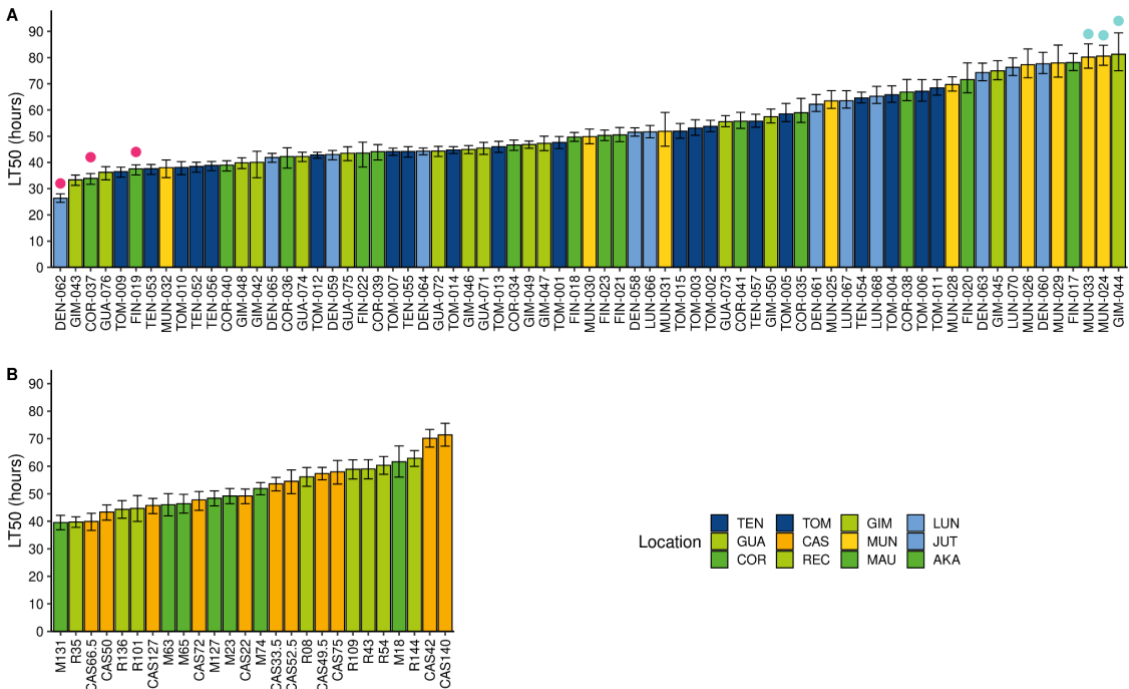

**Supplement:** Supplementary file 2 — Additional file 2: Figure S1. Copper tolerance phenotypes across all populations.

# Supplementary material for: The genomic basis of copper tolerance in Drosophila is shaped by a complex interplay of regulatory and environmental factors
**Source:** BMC Biol. 2022 Dec 8;20:275. doi: 10.1186/s12915-022-01479-w

**Figure S2. DGET expression analysis for gut subsections.**

Breakdown of gene expression levels for tolerant (top) and sensitive (bottom) strains. Subsections: a = Anterior (regions 1-3); Cu = Copper Cells; Fe = Iron Cells; LFCs = Large Flat Cells; p = Posterior (regions 1-4). With the exception of the a1 segment of the gut in tolerant strains, genes found highly and extremely highly expressed in all subsections were significantly enriched for our DEGs.

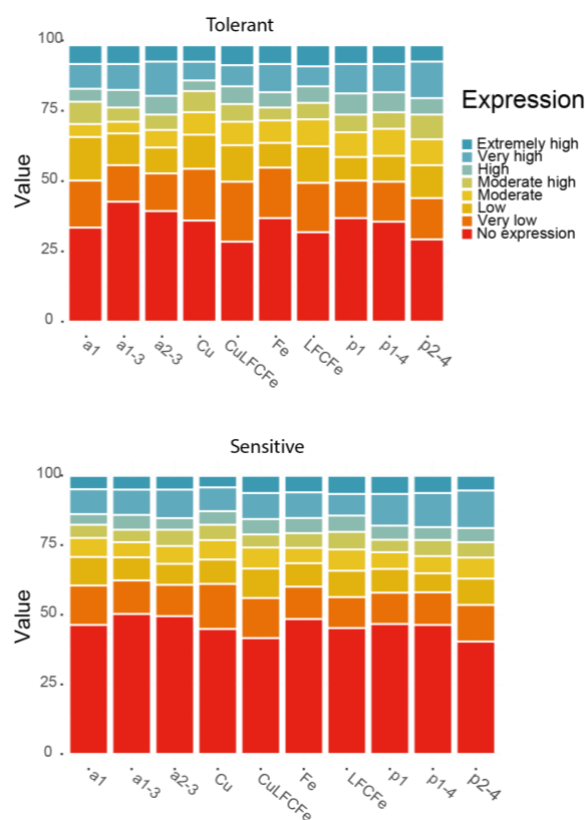

**Supplement:** Supplementary file 6 — Additional file 6: Figure S2. DGET expression analysis for gut subsections.

# Supplementary material for: The genomic basis of copper tolerance in Drosophila is shaped by a complex interplay of regulatory and environmental factors
**Source:** BMC Biol. 2022 Dec 8;20:275. doi: 10.1186/s12915-022-01479-w

**Figure S3. GO clustering analysis for DEGs between tolerant and sensitive strains in basal conditions.**

Top enriched GO terms associated with the DEGs when comparing tolerant vs. sensitive strains under control conditions. The y-axis indicates gene functions, and the x-axis indicates the proportion of total DEGs in a given GO category (gene ratio).

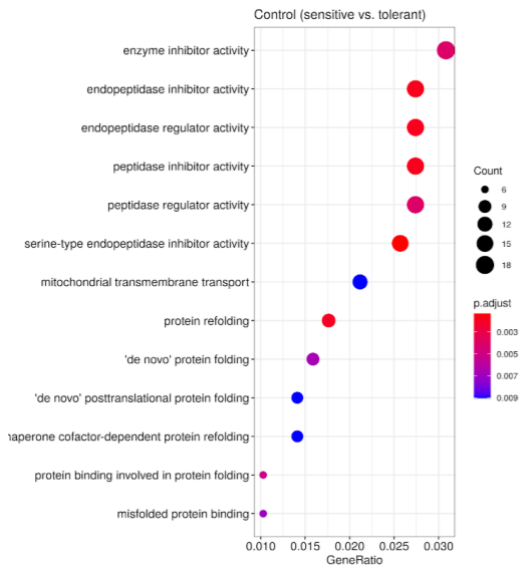

**Figure S4. MMC analysis of DEGs before and after copper exposure.**

Analysis was performed separately for both tolerant (**top**) and sensitive (**bottom**) strains. Treated samples are shown on the left (**A, C**) and control on the right (**B, D**). Each coloured point represents the Spearman correlation ( $r_s$ ) between two genes. Across the tolerant strains, we identified 24 modules with an average positive correlation,  $|r|$ , of 0.72 from treated samples, and 17 modules with a  $|r|=0.65$  from controls, indicating a higher level of expression co-ordination after copper exposure. For sensitive strains, 21 modules were identified in the treated samples, with an average  $|r|=0.77$ ; and 40 in the controls with and  $|r|=0.71$ , with a less pronounced degree of partitioning, indicating that expression in sensitive strains is actually less modulated after 24 hours of copper exposure (see also Additional File 7: Table S8).

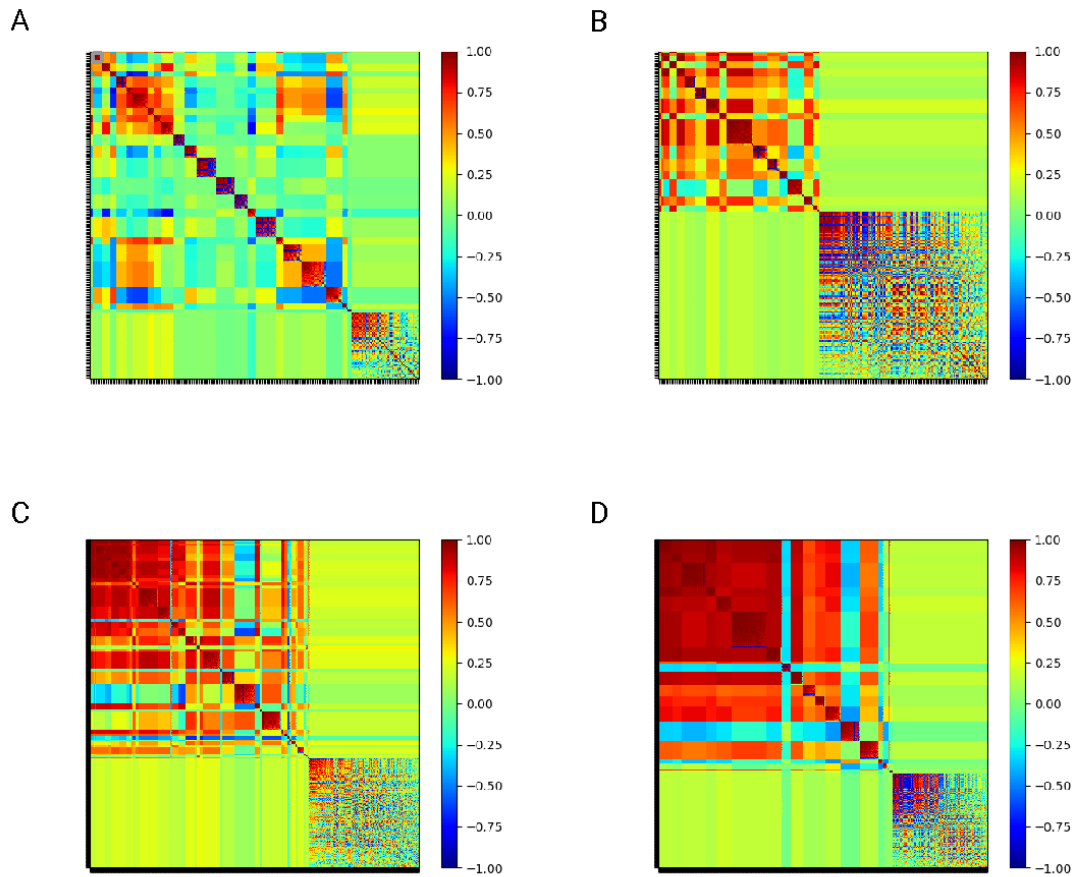

**Figure S5. Overlapping expression patterns between copper DEGs and regulatory factors knockout and knockdowns.**

**A)** Overlap between DEGs after copper exposure and genes regulated by *sir2* and *HNF4*. Venn diagrams showing the degree of overlap between the DEGs between *Sir2* and *HNF4* knockouts along with tolerant (left) and sensitive strains (right). **B)** Venn diagrams showing the degree of overlap between the DEGs for two additional downstream targets of *sir2*. Overlap between DEGs from tolerant strains and *DHR96* knock-outs (top left), sensitive strains and *DHR96* knock-outs (top right), tolerant strains and *dFoxo* knock-outs (bottom left) and sensitive strains and *dFoxo* knock-outs (bottom right). The numbers represented in red are found commonly up-regulated, those in blue commonly down-regulated and those in yellow are discordant.

**A**

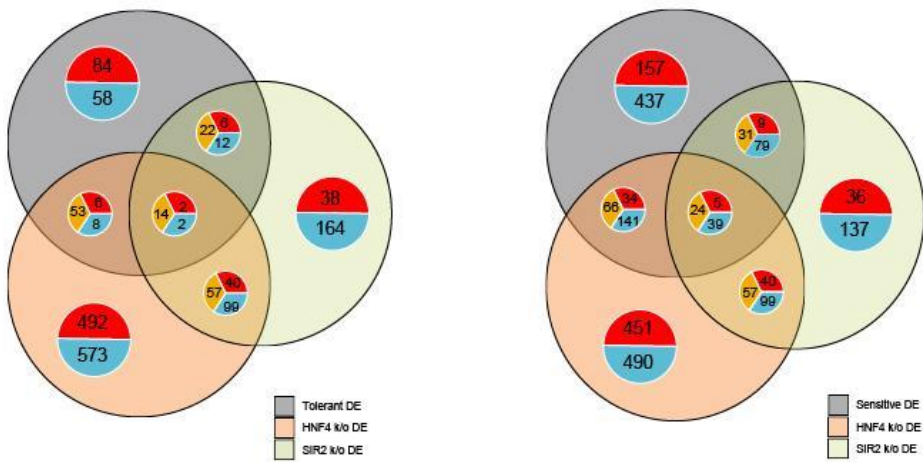

**B**

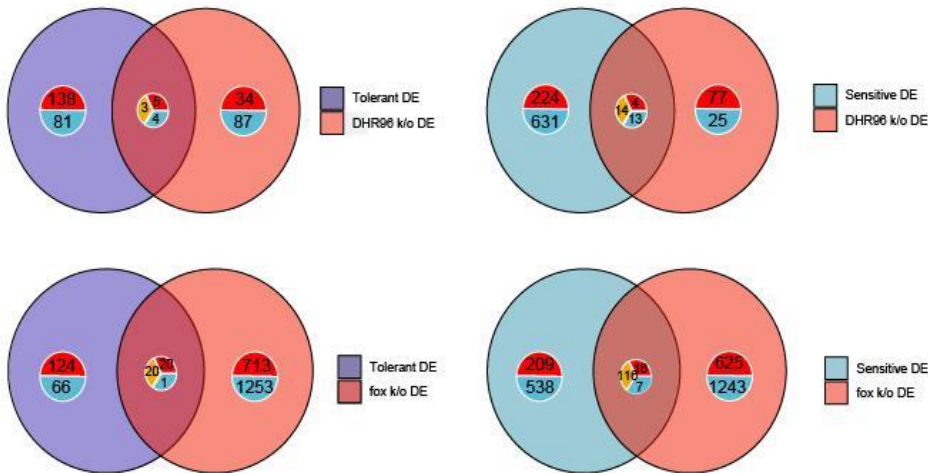

**Supplement:** Supplementary file 8 — Additional file 8: Figures S3. GO clustering analysis. Figure S4. Modulated Modularity Cluster analysis. Figures S5. Overlapping between DEGs and regulatory factors.

# Supplementary material for: The genomic basis of copper tolerance in Drosophila is shaped by a complex interplay of regulatory and environmental factors
**Source:** BMC Biol. 2022 Dec 8;20:275. doi: 10.1186/s12915-022-01479-w

**Figure S6. Kaplan-Meier survival curves for the survival assays performed on RNAi knockdowns and disruption mutants for all gene candidates.**

Shaded regions indicate the 95% confidence intervals. Statistical significance was estimated by using log-rank tests. Plots shaded in blue are the knockdown or disruption lines and plots in red are the control lines.

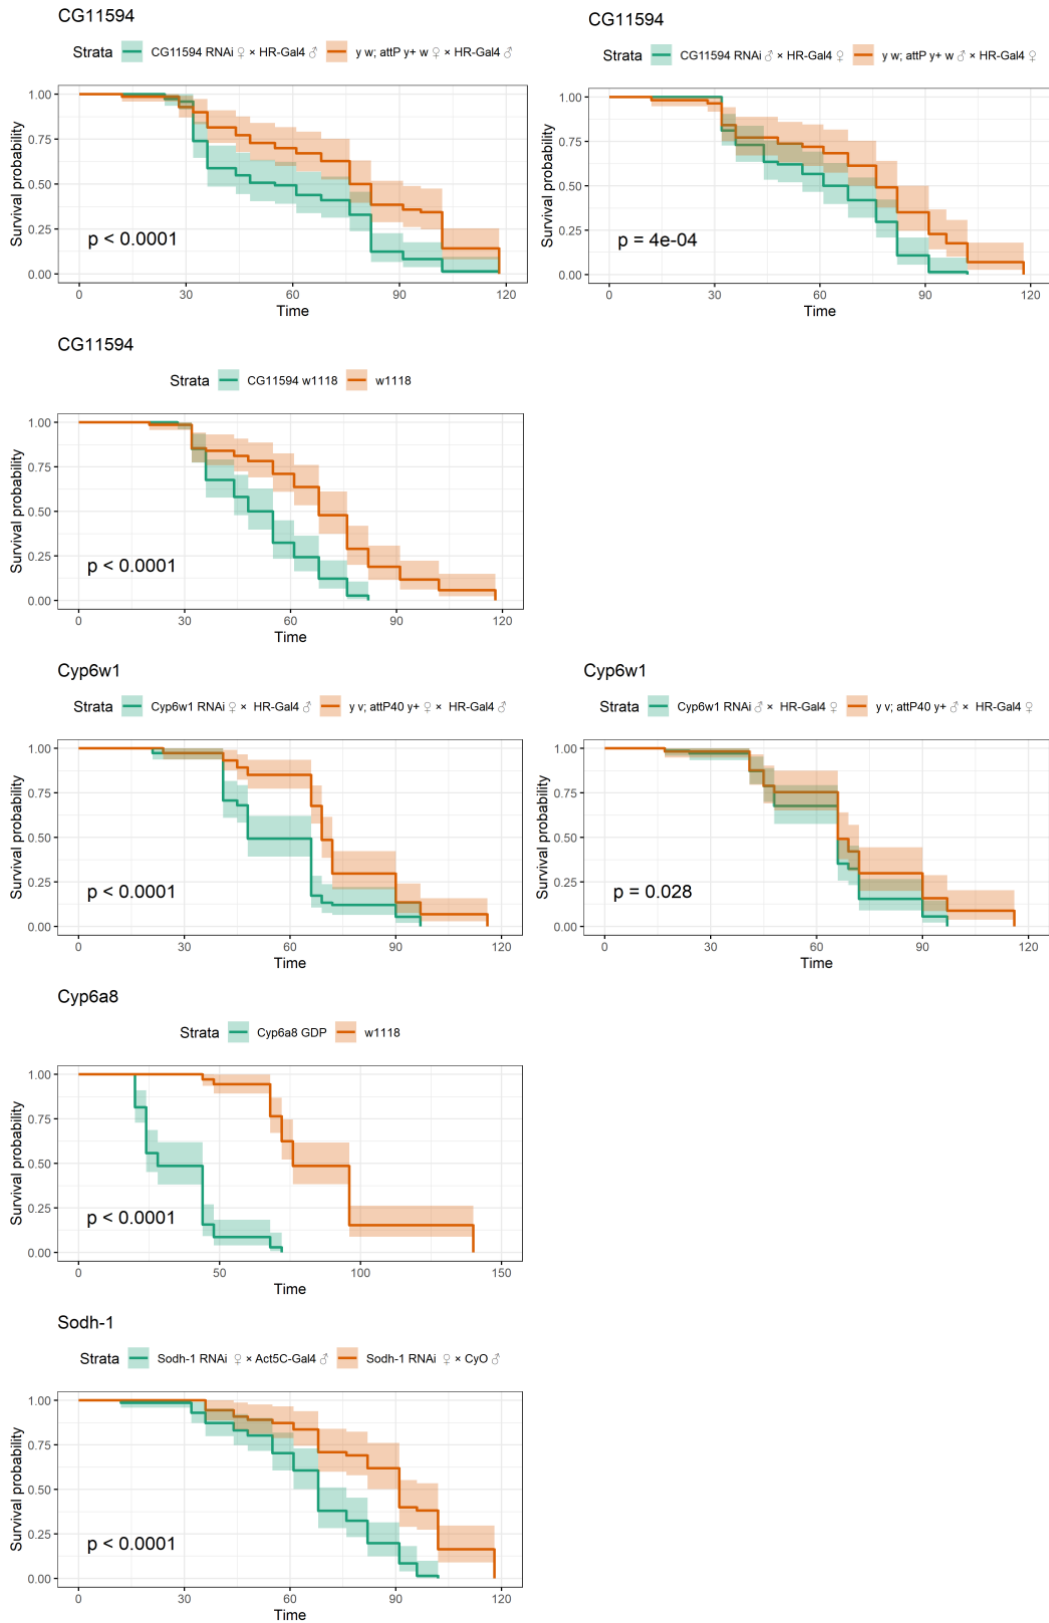

CG6910

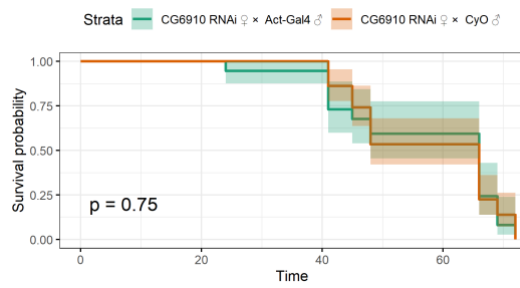

CG6910

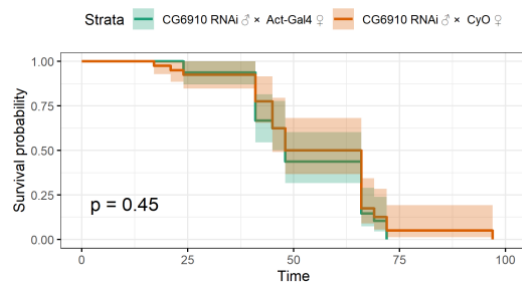

CG6910

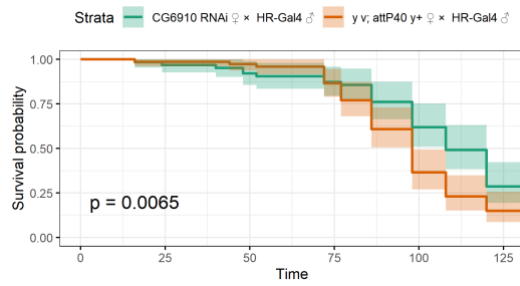

CG6910

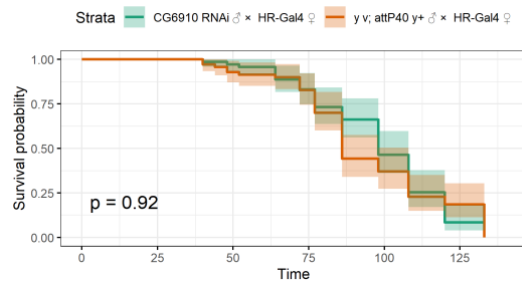

CG6910

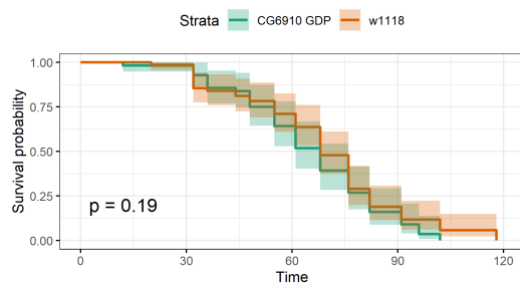

Jon65Aiv

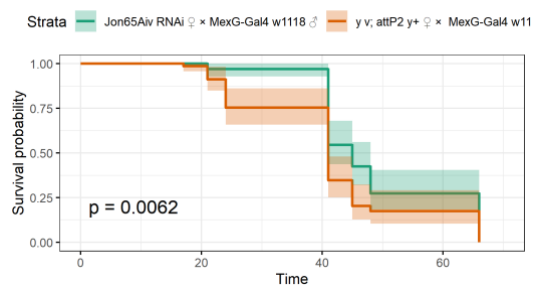

Jon65Aiv

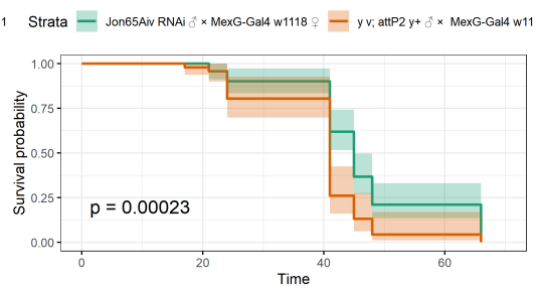

Jon65Aiv

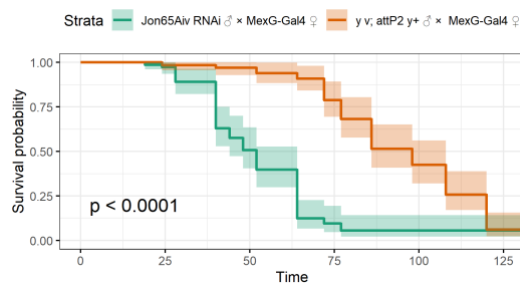

Jon65Aiv

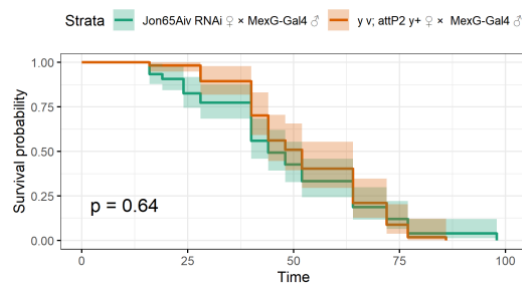

CG32444

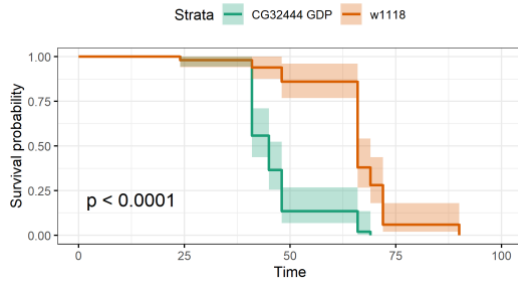

CG5966

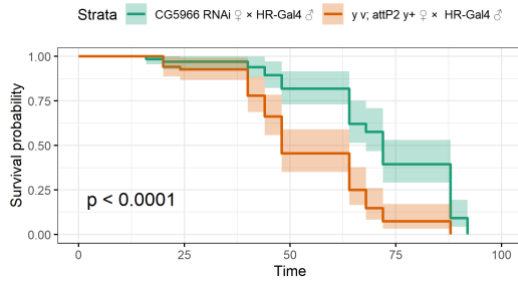

CG5966

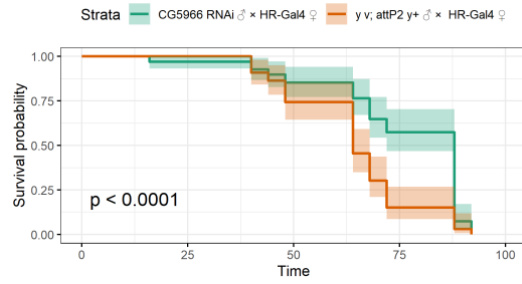

CG5773

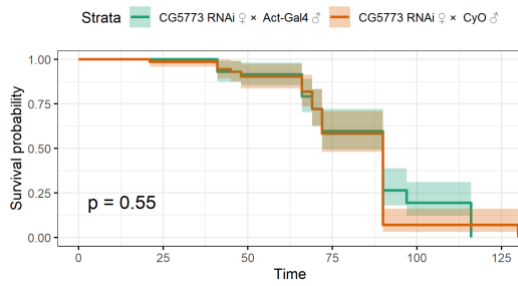

Cyp4e3

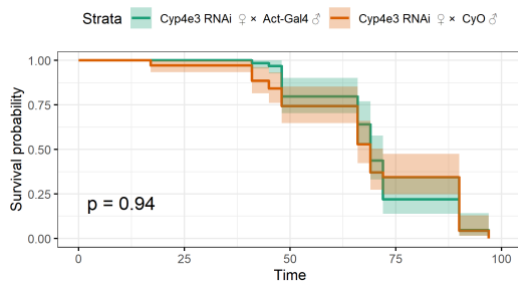

Cyp4e3

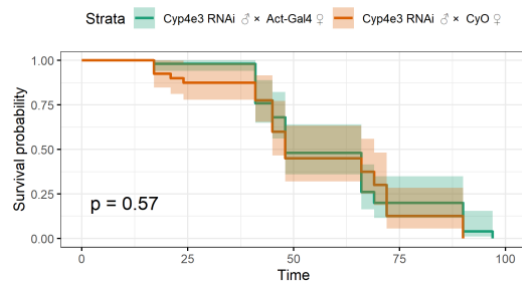

Cyp4e3

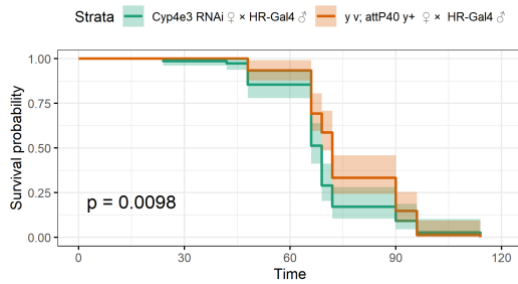

Cyp4e3

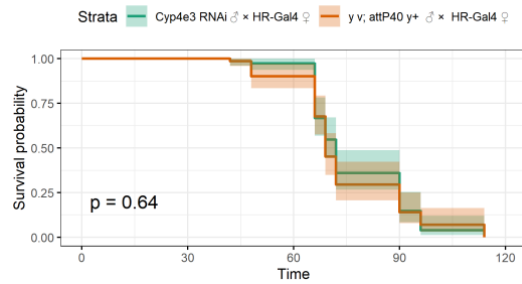

**Supplement:** Supplementary file 9 — Additional file 9: Figure S6. Kaplan-Meier survival curves for the survival assays performed on RNAi knockdowns and disruption mutants for all gene candidates.

# Supplementary material for: The genomic basis of copper tolerance in Drosophila is shaped by a complex interplay of regulatory and environmental factors
**Source:** BMC Biol. 2022 Dec 8;20:275. doi: 10.1186/s12915-022-01479-w

**Figure S7. Kaplan-Meier survival curves for the survival assays performed on outbred populations with and without the three candidate TE insertions.**

Shaded regions indicate the 95% confidence intervals. Statistical significance was estimated by using log-rank tests. Those plots shaded in red are the outbred populations with the TE insertion and plots in blue are the outbred populations without the TE insertion.

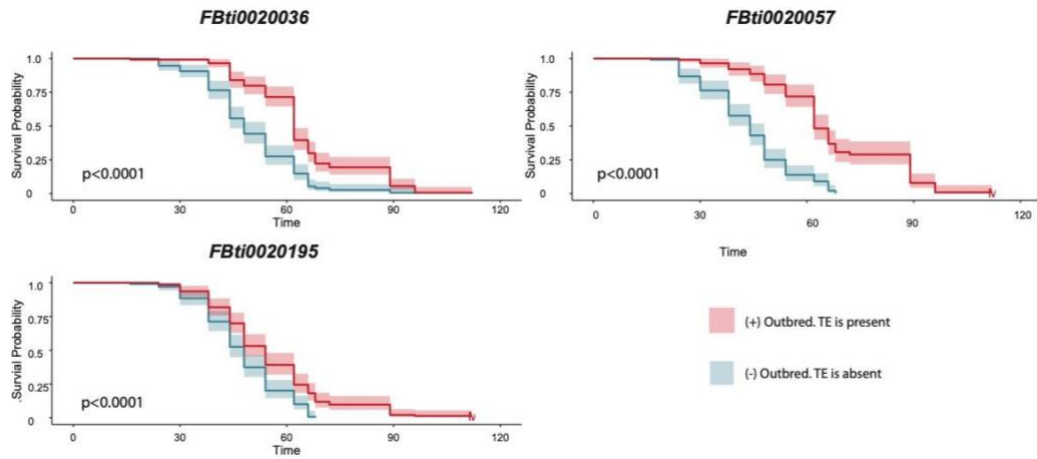

**Supplement:** Supplementary file 13 — Additional file 13: Figure S7. Kaplan-Meier survival curves for the survival assays performed on outbred populations with and without the three candidate TE insertions.

How the deposited data were processed for this re-analysis (not part of the article)

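RNA-seq libraries of whole mated females from 3 copper-tolerant strains (GIM-012, MUN-008 and MUN-020) and 3 copper-sensitive strains (AKA-018, COR-018 and JUT-008), each kept with or without copper for 24 h, were analysed. The strain, class, treatment and replicate of each of the 34 libraries were taken from the sample descriptions, and every column of the count table was matched to a library. The values are raw counts per gene as deposited by the authors, who trimmed the reads with TrimGalore and Cutadapt, aligned them with STAR to the *D. melanogaster* genome, and counted them with featureCounts in reverse-stranded mode, discarding reads that mapped to several places or overlapped several genes. The count table holds 16495 genes. Of the protein-coding genes in the annotation, 8.93% are not in it. Of 49 genes named as male accessory gland genes 16 are in it, so sums over such genes are lower than those of a full annotation would be. The label the authors gave the table refers to a removal of males, and the paper's text does not state which genes or libraries this concerned. Sums of male transcripts and the number of basal DEGs therefore hold for this table only. Symbols and positions were taken from the Ensembl annotation of dm6 for 16198 genes, and 293 had no symbol.

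Counts were normalized with the TMM method of edgeR 4.0.16 in R 4.3.3, and genes were kept with edgeR's filterByExpr at its default settings, with strain and treatment as the group. Differential expression was tested with edgeR's quasi-likelihood test, and *p*-values were adjusted by the method of Benjamini and Hochberg over the genes tested in each comparison. The response to copper was fitted within tolerant and within sensitive strains with strain and treatment as terms, in each strain alone with treatment as the term, and in all libraries with strain, treatment and the interaction of class and treatment. Basal expression was compared between classes in control libraries. DEGs have an adjusted *p*-value below 0.05 and a fold change over 1.5, and for the interaction no fold-change threshold was used. Fold changes against groups in which every library had at most 3 counts are given as lower bounds. CPM are TMM-normalized, and correlations and set levels use log2 CPM with a prior count of 0.5.

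Lists of genes were fixed from the paper and from gene names in the annotation. They hold the metallothioneins, copper homeostasis genes, discordant genes, candidate genes, the 7 serine peptidases of the correlational clusters, *Vha100-4*, the *Jonah* and trypsin family, eggshell genes, V-ATPase subunits, heat shock genes, yolk proteins, haemocyte, midgut and ovarian germline markers, genes associated with TE insertions, and the male accessory gland, testis and Y-linked genes and *roX* RNAs. Lists of at least 3 genes were tested with fry from limma 3.58.1 on voom values, and camera was tried in its place. Strain values were compared between classes with exact permutation tests over the 6 strains. Correlations across libraries have permutation *p*-values, and shares of genes were compared with Fisher's exact test. Co-regulation was measured as the mean absolute Spearman's correlation over all pairs of the paper's DEGs.

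The genes named are those the paper names for these data, the 3 genes with the largest increase and the 3 with the largest decrease among DEGs with the same sign in all strains of a class (for basal expression, with libraries that do not overlap between classes), and the 5 genes with the lowest adjusted *p*-value of the interaction.

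The depth was 22796637 to 42567920 counted reads per library. Replicates of a strain and treatment differed by more than the counting error, since the chi-squared statistic per degree of freedom of the 32 replicate pairs ranged from 9.05 to 286, so the precision is set by the replicates and not by the depth. The models were tested on simulated data made from these counts, in which 200 genes were changed by a known amount. Of these, 98.5% were recovered in the tolerant and 95.5% in the sensitive comparison, and 94.0% for the interaction and for basal expression. In a strain with 2 control libraries 95.0% were recovered, and 1 to 11 genes were called falsely across these comparisons. The simulated counts held no differences among strains, and genes with low expression were not among those changed. Recovery and false calls therefore do not cover differences among strains of a class, which matter for the interaction and for basal expression.

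Alternatives were DESeq2 1.42.0 in place of edgeR, RLE normalization or library size alone in place of TMM, filters of at least 1 count in a library or at least 10 counts in every library, other fold-change thresholds, a term for the replicate number, models without a strain term, counts summed per strain and treatment, Pearson's correlation, subtraction of strain means, and leaving out each library or each strain. The level of male transcripts and the position of the strains in the count table were added as covariates, and *Cp190* and *Cp110* were removed from the eggshell genes, after the data had been seen. The assays of survival, feeding, gut pH and knockdown, the enrichment of GO terms and tissues, the clustering of DEGs into modules and the association of TE insertions with expression were not repeated.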

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

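The tests of explanations given in this part were chosen after the results they weigh had been seen. They can argue against an explanation but cannot establish one.

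Each set of genes was examined for libraries far from the others of the same class and treatment. In 56 such groups 2 libraries stood apart, where 2.8 are expected by chance. The mean log2 CPM of the 5 metallothioneins was 9.27 in the copper replicate 1 of GIM-012 and 7.87 to 8.57 in the other copper libraries of tolerant strains. The mean log2 CPM of the heat shock genes was -0.74 in the copper replicate 1 of MUN-020 and -0.12 to 0.12 in the others. No explanation of either was tested.

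Summed over the male accessory gland genes, expression reached 157 CPM in a library of a sensitive strain although the libraries were made from females, and the paper does not report on these transcripts. The label of the count table refers to a removal of males that the paper's text does not describe, and 16 of 49 accessory gland names are in the table, so the sums cover what was left in it. Sums were 0.304 to 157 CPM in sensitive strains and at most 1.99 CPM in tolerant strains. Several explanations were weighed. A stable difference between strains is argued against by replicates of 1 strain and treatment, whose mean log2 CPM differed by up to 6.72 in sensitive strains but by at most 0.53 in tolerant strains. The copper treatment is argued against by the 5 control libraries, beside 5 copper libraries, that lay above every tolerant library. Library size cannot account for it, since the sums differed 518-fold among sensitive libraries and the library totals 1.63-fold. The position in the count table, in which AKA-018 and MUN-020 form a second block of columns, is argued against by the 7 libraries of the first block and 3 of the second that lay above every tolerant library.

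The transcripts may come from male flies or male tissue in the pools, as the *roX* RNAs, which are made in somatic cells of males, rose in the same libraries within strain and treatment (Pearson's *r* = 0.843, 17 libraries, permutation *p* = 0.001). Seminal fluid and sperm alone, which mated females carry, are argued against by the same *r* of 0.843, since they would not bring the *roX* RNAs. The 2 *roX* RNAs are not on any other list. Among the abundant basal DEGs that followed the male level, *S-Lap1* had a mean of 38.6 CPM in sensitive and 0.156 CPM in tolerant controls, *Sfp87B* 27.7 and 0.00546 CPM, and *Obp56g* 36.3 and 18.6 CPM, so that tolerant females expressed *Obp56g* as well. The list of accessory gland genes was drawn up by name and includes *Acp1* and *Acp65Aa*, which are cuticle genes. Whether entire males, parts of males, or RNA from other samples was added cannot be decided from counts.

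The response to copper differed between the classes for 19 of the genes named here, by the interaction of class and treatment in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. All 19 had a more positive log2 fold change in tolerant strains. This shared direction is not independent evidence. The discordant genes and the peptidases of the clusters were chosen by the study on these libraries. *CG18404*, *Peritrophin-15a*, *Npc2f*, *mag* and *CG43673* were chosen here by their interaction. The tests took libraries, not strains, as the replicates, and strains of the classes overlapped for *CG13078* and *CG31091*. The difference was 1.54 for *Jon99Ci*, 1.53 for *NtR*, 1.54 for *Hml*, 2.71 for *CG13078*, 1.55 for *lectin-24Db* and 2.17 for *CG31091*. Among the genes taken as the paper's serine peptidases it was 1.17 for *Jon65Aiv*, 1.99 for *epsilonTry*, 2.01 for *thetaTry*, 1.73 for *CG17633*, 0.91 for *Jon65Aiii* and 1.59 for *CG8560*. It was 1.22 for *CG5773*, 1.63 for *CG32751*, 2.21 for *CG18404*, 2.01 for *Peritrophin-15a*, 1.81 for *Npc2f*, 1.83 for *mag* and 1.26 for *CG43673*. *CG31091* was no longer significant in 10 of the 34 fits that left out 1 library each, for example without the copper replicate 1 of COR-018 (1.86).

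Regrouping the 6 strains gave as many interaction genes in 2 of the 10 splits into 3 and 3 strains, the real one included. The split of GIM-012, MUN-008 and AKA-018 against the others gave 1120 genes. A share under 0.05 is out of reach with 10 splits, so a difference between the classes and other differences among these strains cannot be told apart by this count.

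As sets, 6 lists differed between the classes by limma's fry with Benjamini-Hochberg adjustment. The mean difference was 1.74 for the discordant genes (adjusted *p* = 2.9e-05), 1.96 for the eggshell genes (adjusted *p* = 0.00288), 0.70 for the haemocyte markers (adjusted *p* = 8.5e-04), 1.22 for the *Jonah* and trypsin family (adjusted *p* = 1.2e-04), 1.43 for the 7 serine peptidases of the clusters (adjusted *p* = 2.9e-05) and 0.83 for the yolk proteins (adjusted *p* = 0.00968). The discordant genes and the serine peptidases were chosen by the study on these libraries, and *Hml* is on both the list of discordant genes and that of haemocyte markers. For the eggshell genes, the response of a single sensitive strain, COR-018, is argued against as the whole cause, as the difference was still 1.02 without that strain, and past the threshold by limma's fry. For the serine peptidases, a single tolerant strain, GIM-012, is argued against in the same way by a difference of 1.04 without it, also past the threshold by limma's fry. The difference in tolerance between the strains remains an untested explanation. Reads shared between paralogs were discarded by the authors and were not examined.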

How the results depend on the processing

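Apart from the covariates for male transcripts and for the position in the count table, the eggshell genes without *Cp190* and *Cp110*, and the modules listed by the paper, which were chosen after seeing the data, the alternatives were set before the data were examined. For the 35 results that summarise a comparison, 925 values were computed under alternatives. Of these, 839 kept their direction, their side of the threshold or their size, while 83 moved, 1 was weaker and 2 were reversed. For the named genes, 99 log2 fold changes were each tested under alternatives. RLE normalization and the filter of at least 1 count changed no call or direction among 99. Library size alone made 2 stronger, and with DESeq2 8 were stronger and 1 was weaker. The cause of the changes below was not tested unless stated.

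With DESeq2 in place of edgeR, 1007 genes had a significant interaction, and GIM-012 had 1363 DEGs, MUN-008 258 and JUT-008 752. With at least 10 counts in every library, only 11 basal DEGs were left. That filter removes genes that are near 0 in any library.

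A log2 fold change over 1.5 in place of a fold change over 1.5 left 34 DEGs in tolerant strains, 253 in sensitive strains and 21 shared. Without a threshold on the fold change there were 320, 3111 and 217, and 1828 in MUN-020 and 2978 in COR-018. These follow from the threshold itself.

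A replicate block, with replicate numbers taken as pairs, gave 93 DEGs in tolerant strains, 542 in sensitive strains and 60 shared, 10 genes with an interaction, and 206 DEGs in COR-018 and 106 in JUT-008. The block uses up degrees of freedom, and the numbers do not pair the libraries. Of 88 log2 fold changes of named genes tested with it, 29 were weaker and 1 was reversed (MtnB, interaction of class and treatment 0.0412).

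Leaving out a strain moved several counts. Without GIM-012 the classes shared 191 DEGs, 41 genes had an interaction, 34 of them also among the 517 found with all strains, and 6 were basal DEGs. The share of DEGs down-regulated then differed by 5.97 percentage points between the classes (Fisher's exact test, *p* = 0.0512). Without MUN-008 there were 85 DEGs in tolerant strains, 53 shared and 21 basal. Without MUN-020 there were 1395 genes with an interaction and 275 basal DEGs, and without AKA-018 1154 and 1093. Without COR-018 there were 497 DEGs in sensitive strains and 22 genes with an interaction, and without JUT-008 567 and 142.

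The interaction depended on the model. Without a strain term 5 genes passed, and with counts summed per strain and treatment 0 passed, while 454 had an unadjusted *p*-value below 0.05. With the level of male transcripts as a covariate there were 1601 DEGs in sensitive strains and 0 basal DEGs, while 1036 basal differences had an unadjusted *p*-value below 0.05.

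Each library was also left out in turn. DEGs then numbered 143 to 215 in tolerant strains, 837 to 1067 in sensitive strains and 98 to 133 shared, and the share of down-regulated DEGs differed by 29.9 to 50.4 percentage points. Genes with an interaction numbered 309, without the control replicate 1 of GIM-012, to 819, without the control replicate 2 of MUN-008. Basal DEGs numbered 381, without the control replicate 4 of COR-018, to 761. DEGs numbered 9 to 1359 in GIM-012, 55 to 231 in MUN-008, 131 to 804 in MUN-020, 714 to 846 in AKA-018, 530 to 1372 in COR-018 and 192 to 746 in JUT-008. In the fits of MUN-020 or AKA-018 alone, only copper libraries were left out. The lowest value of GIM-012 was found without its control replicate 1, and its copper replicate 1 left out gave the highest. Of 2075 log2 fold changes of named genes, 54 were weaker, 18 stronger and 12 reversed.

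The difference in mean absolute correlation between copper and control libraries (coordination of DEGs) was -0.083 in tolerant strains with strain means subtracted, and -0.097 to -0.031 with 1 library left out. In sensitive strains it was 0.090 with Pearson's correlation, 0.024 with as many copper as control libraries, and 0.014 to 0.083 with 1 library left out, the lowest without the control replicate 4 of COR-018. It was reversed with strain means subtracted (-0.028).

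Among the metallothioneins only differences between the classes were reversed, none of which was significant. The basal difference was -0.31 without MUN-008 for *MtnA*, and without MUN-020 it was -0.45 for *MtnD* and -0.14 for *MtnE*. For MtnC, basal expression differed by -0.0464 without MUN-020 and -0.39 without JUT-008. For *MtnB* it was 0.24 without GIM-012, 0.23 without MUN-008, 0.77 without AKA-018, 0.95 with the male covariate and 0.0654 with the covariate for the position in the count table. With 1 library left out it was -0.31 to 0.28 for *MtnB* and -0.0304 to 0.45 for *MtnC*. The interaction of *MtnB* was 0.36 without MUN-020 and 0.24 without COR-018. For *MtnC* it was 0.21 without MUN-020, 0.21 without JUT-008 and 0.11 without a strain term, and -0.20 to 0.0699 with 1 library left out. It was 0.0802 for *MtnD* without MUN-020. The difference of strain means of *MtnC* (metallothionein induction by class: MtnC) was -0.19 to 0.0075 with 1 library left out. For CG11911, interaction of class and treatment was -0.0153 without JUT-008.

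Without a strain, 45 of 66 log2 fold changes of named genes kept their call without GIM-012, 48 of 66 without MUN-008, 51 of 66 without MUN-020, 60 of 67 without AKA-018, 46 of 65 without COR-018 and 53 of 67 without JUT-008. With counts summed per strain and treatment, 17 of 24 were weaker, and with the male covariate 7 of 68 were weaker and 2 stronger. With counts summed per strain, 4 of 11 were weaker and 7 kept their call.

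No scaling moved the median log2 fold change of all genes by more than 0.1. The depth limits genes with few counts, such as *lncRNA:CR45919* with 0 to 4 counts per library, for which no test was made.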

Differences from the paper's values

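The paper reports 6 discordant DEGs, and 3 were found here. With DESeq2, without a fold-change threshold and without AKA-018, all of which were alternatives set before the data were examined, there were 6. With DESeq2 these were the paper's 6 genes, whereas 3 of the 6 without a threshold and 4 of the 6 without AKA-018 were among them, so these latter counts match in number only. Leaving out single libraries gave 2 to 6, with 6 without the control replicate 3 of AKA-018 and 5 without its control replicate 4, of which 4 each are the paper's. The fits without the copper replicate 1 or 4 of AKA-018, the control replicate 1 or 2 of COR-018, the control replicate 3 of JUT-008, or the control replicate 2 or 4 or the copper replicate 2 of MUN-008 gave 4. RLE normalization, library size alone and both filters gave the same 3 genes as the main fit. Leaving out MUN-020 also gave 3 of the paper's genes, with *Jon99Ci* in place of *NtR*. Leaving out GIM-012 gave 3, of which only 1, *Hml*, is the paper's. Leaving out MUN-008 gave 2, and the replicate block, leaving out COR-018 or JUT-008, and a log2 fold change over 1.5 gave 0.

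For the interaction of class and treatment, the paper reports 13 genes and 517 were found here, 429 of them with a fold change over 1.5. The formula in the paper's Methods has an interaction of strain, not class, with treatment. That model is not among those fitted here, so its part in the gap is open. The replicate block gave 10. None of the other alternatives came within a factor of 1.5 of the paper's value. Leaving out COR-018 gave 22, leaving out GIM-012 41, leaving out JUT-008 142, and the model without a strain term 5. All others gave 309 or more, except counts summed per strain and treatment, with which 0 genes passed and 454 had an unadjusted *p*-value below 0.05.

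The paper gives the mean absolute correlation of the modules in tolerant strains as 0.72 in copper and 0.65 in control libraries, and 0.667 and 0.617 were found here for the modules it lists, weighted by the number of genes. In sensitive strains it gives 0.77 and 0.71, and 0.684 and 0.654 were found, for the modules of its supplement, which for sensitive strains lists 1 fewer in copper and 1 more in control libraries than its text gives. With Pearson's correlation the values were 0.707, 0.645, 0.753 and 0.695, which closed the gap for the control libraries of tolerant strains and not for the other 3 groups. Both the use of the listed modules and the weighting were chosen after seeing the values.

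In single strains, the paper's supplement lists 1362 DEGs in GIM-012, 263 in MUN-008 and 767 in JUT-008, and 622, 123 and 453 were found here. With DESeq2 there were 1363, 258 and 752. Leaving out 1 library also came near the paper's value in GIM-012 without the copper replicate 1 (1359) or the control replicate 2 (1320), in MUN-008 without the control replicate 4 (231) and in JUT-008 without the control replicate 3 (746). The filter of at least 1 count, RLE normalization, the replicate block and the removal of the fold-change threshold did not close any of these gaps.

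The paper states that the 5 metallothionein genes were the most significant ones in both classes, well ahead of the others. Here they took the ranks 2, 8, 11, 19 and 20 by *p*-value in tolerant strains and 1, 2, 4, 8 and 48 in sensitive strains. These ranks come from edgeR's quasi-likelihood test, whereas the paper used DESeq2. Ranks with DESeq2 were not computed, so the part of the test in this difference is open.

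The paper describes co-regulation as rising with copper in tolerant strains. Over all pairs of the paper's DEGs, the mean absolute correlation was 0.421 in copper and 0.478 in control libraries of tolerant strains. Within the modules it lists, which were built on these libraries, it was higher in copper libraries when weighted by the number of genes, and lower without weights (0.732 in copper and 0.811 in control libraries).

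The paper counts *Vha100-4* among the genes down-regulated in tolerant strains with a significant *p*-value. Its adjusted *p*-value here was 0.0709 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was significant with DESeq2 (-0.61), with library size alone (-0.62), without GIM-012 (-0.83) and without the control replicate 4 of GIM-012 (-0.68).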

Other observations

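The tests of explanations given in this part were chosen after the results had been seen, apart from processing alternatives described above as set before.

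A candidate explanation for the genes lower in tolerant than in sensitive controls is male material in some control libraries of the sensitive strains. Of the 605 basal DEGs lower in tolerant strains, 84.8% followed the level of male accessory gland transcripts within strains across the 8 sensitive control libraries. Among all tested genes 7.30% did. Of the 579 such DEGs that are not on the lists of male genes, 487 followed it. Of the 72 arrangements of the level among replicates within strains, the real one gave the highest number, but the next gave 511, so the order of replicates is not singled out by this count. The basal DEGs that did not follow the male level remain open.

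The sum over male accessory gland genes was 68.0 and 87.9 CPM in the control libraries of AKA-018 and 0.908 to 2.14 CPM in its copper libraries. Male material in these controls is a candidate explanation for many of its down-regulated DEGs, 63.9% of which followed the male level in COR-018 and JUT-008. Without the genes that followed, AKA-018 had 230 down-regulated and 110 up-regulated DEGs, and 67.6% were down-regulated.

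The part of male material in the higher share of DEGs down-regulated in sensitive strains is open. Without the genes that followed the male level, the share differed by 43.0 percentage points between the classes, against 43.3 with them (76.5% against 33.5%, Fisher's exact test over genes, *p* = 1.3e-27). These genes were only 1.64% of the down-regulated DEGs of sensitive strains, against 5.09% of the genes tested. Leaving them out could therefore hardly change the share, and this test cannot decide the question. With the male level as a covariate the share differed by 10.8 percentage points. In AKA-018 the male level was higher in control than in copper libraries, so the covariate can also take up a response to copper. Whether GIM-012 alone brings the lower share in tolerant strains cannot be told apart from a difference between the classes, because the gap of 14.7 percentage points between MUN-008 and JUT-008 closes when single libraries are left out. Without GIM-012, 183 DEGs of tolerant strains were down-regulated, 146 of which were down-regulated DEGs of sensitive strains.

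The libraries were regrouped to see how often another grouping gives as many genes. Exchanging copper and control labels within strains gave as many DEGs in 1 of 100 splits in tolerant strains, the real one, and in 1 of 100 in sensitive strains. For basal expression, 2 of 100 splits of the control libraries gave as many DEGs. When entire strains were regrouped, 4 of the 10 splits gave as many basal DEGs, with up to 1877, so groupings of strains other than the classes gave as many or more. Within each strain, the real split was the only 1 of 10 to give as many DEGs, in GIM-012, MUN-008, MUN-020, AKA-018, COR-018 and JUT-008 alike, but 10 splits cannot give a share under 0.05.

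In sensitive strains, the higher mean absolute correlation after copper was reversed once strain means were subtracted (-0.028). Whether differences between strains account for it cannot be told from this. Without subtraction, shuffled libraries already gave a lower value in the 9 copper (0.289) than in the 8 control libraries (0.310). No shuffled values were computed with strain means subtracted.

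In basal expression, the 5 *Hsp70* genes tested were lower in tolerant strains. The log2 difference was -3.24 for *Hsp70Aa*, -3.22 for *Hsp70Ab*, -3.96 for *Hsp70Ba*, -2.99 for *Hsp70Bb* and -2.67 for *Hsp70Bc*, and all 5 were DEGs. They were named after their values were seen. As near-identical copies share reads, which the authors discarded, their values are not independent. As a set, heat shock genes had a mean basal difference of -1.88 (adjusted *p* = 0.0690, limma's fry).

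With limma's camera, which presets the correlation between genes, 6 lists differed in basal expression, whereas 0 did with fry. The male accessory gland genes had a mean basal difference of -3.69 (camera, adjusted *p* = 8.7e-06, limma's fry 0.320), and the testis and Y-linked genes of -3.32 (camera, adjusted *p* = 2.4e-08, limma's fry 0.294).

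Of the remaining lists, tested with limma's fry, midgut markers had a mean log2 fold change of -0.03 in tolerant strains (adjusted *p* = 0.660) and -0.19 in sensitive strains (adjusted *p* = 0.214). Genes associated with TE insertions had a mean of -0.10 in sensitive strains (adjusted *p* = 0.578). The haemocyte markers rose by 0.38 in tolerant strains (adjusted *p* = 0.00165) and changed by -0.30 in sensitive strains (adjusted *p* = 0.0666). The copper homeostasis genes changed by -0.06 in tolerant (adjusted *p* = 0.0148) and -0.09 in sensitive strains (adjusted *p* = 0.0254), where 4 of the 5 fell, but only 2 of 5 with library size alone. The 10 candidate genes had a mean interaction of 0.37 (adjusted *p* = 0.0804).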
